# Genome Structure, Evolution, and Host Shift of *Nosema*

**DOI:** 10.3390/biology13110952

**Published:** 2024-11-19

**Authors:** Xiao Xiong, Christopher J. Geden, Yongjun Tan, Ying Zhang, Dapeng Zhang, John H. Werren, Xu Wang

**Keywords:** fungal genomics, microsporidia, telomeric repeats, genome reduction, cis-regulatory motif, codon bias

## Abstract

*Nosema* is a diverse fungal genus of unicellular, obligate symbionts infecting various arthropods. We performed comparative genomic analyses of seven *Nosema* species that infect bees, wasps, moths, butterflies, and amphipods. As intracellular parasites, these species exhibit significant genome reduction, retaining only about half of the genes found in free-living yeast genomes. Notably, genes related to oxidative phosphorylation are entirely absent (*p* < 0.001), and those associated with endocytosis are significantly diminished compared to other pathways (*p* < 0.05). All seven *Nosema* genomes display significantly lower G-C content compared to their microsporidian outgroup. Species-specific 5~12 bp motifs were identified immediately upstream of start codons for coding genes in all species (*p* ≤ 1.6 × 10^−72^). Our RNA-seq data from *Nosema muscidifuracis* showed that this motif is enriched in highly expressed genes but depleted in lowly expressed ones (*p* < 0.05), suggesting it functions as a *cis*-regulatory element in gene expression. We also discovered diverse telomeric repeats within the genus. Phylogenomic analyses revealed two major *Nosema* clades and incongruency between the *Nosema* species tree and their hosts’ phylogeny, indicating potential host switch events (100% bootstrap values). This study advances the understanding of genomic architecture, gene regulation, and evolution of *Nosema*, offering valuable insights for developing strategies to control these microbial pathogens.

## Simple Summary

A group of fungal parasites called *Nosema* infects various insects, including bees, wasps, butterflies, moths, and even some crustaceans. These parasites are harmful because they can weaken or kill their hosts, posing a significant threat to beneficial insects. Our aim is to understand how *Nosema* genomes have evolved and to find potential ways to control them. These parasites were discovered to have much smaller genomes compared to free-living organisms like yeast, missing about half of the genes, especially those involved in energy production and certain cellular processes, suggesting they rely heavily on their hosts to survive. Interestingly, we found evidence that *Nosema* species have jumped between hosts in their evolutionary history, including butterflies, wasps, and bees. Additionally, we identified specific regulatory DNA sequences common in highly active genes, indicating potential roles in controlling gene expression. Understanding these genomic features can help us develop strategies to manage *Nosema* infections, which is valuable for protecting bees and other pollinators, as well as wasps that act as natural biological control agents for agricultural pests. This research provides important insights into protecting insect populations that are crucial for ecosystems and agriculture, thereby supporting food production and maintaining healthy ecosystems.

## 1. Introduction

Microsporidia are a diverse group of unicellular parasites that infect a wide range of animals [1,2] and are either classified within the fungi or are closely related to them [3,4]. A common feature of microsporidian genomes is their significant reduction in size [5,6,7], reflecting their adaptation to intracellular parasitism at the molecular, cellular, and biochemical levels [8,9,10]. More than 1400 microsporidia from over 200 genera have been reported to date. As a genus of microsporidia, *Nosema* parasitizes a diverse array of insects and other arthropod hosts, leading to a disease known as nosemosis [11,12].

The most extensively studied *Nosema* species are *N. apis* and *N. ceranae*, which infect the European honey bee, *Apis mellifera*, and the Asian honey bee *Apis cerana*, respectively. These parasites invade the midgut and reproduce within intestinal cells, leading to various negative consequences, including damaged immune system barriers [13,14,15], reduced foraging activity, decreased colony strength, increased mortality, and shortened lifespans [16,17,18]. In the domesticated silkworm *Bombyx mori*, *N. bombycis*, another *Nosema* parasite, has caused significant reductions in silk production, resulting in substantial economic losses [19]. *Nosema* has also been found to infect other beneficial insects, including parasitoid wasps of the genus *Muscidifurax* (Hymenoptera: Pteromalidae), which serve as biological control agents for agricultural pest flies [20]. *N. muscidifuracis* infects the parasitoid wasp species *Muscidifurax zaraptor* and *M. raptor*, causing ~50% reduction in longevity and ~90% reduction in fecundity [21]. Understanding the evolutionary dynamics of *Nosema* parasites can inform the development of improved management and control strategies, potentially leading to positive impacts on ecosystem health, agricultural productivity, and global food security.

Since the pioneering genomic investigations into bee-infecting *Nosema* species, seven *Nosema* genomes have been assembled and annotated from a diverse range of hosts: the amphipod *Gammarus duebeni* [22], silk moth *Bombyx mori* [19], the Chinese tussar moth *Antheraea pernyi* [23], the cabbage butterfly *Pieris rapae* [24], the Asian honey bee *Apis cerana* [25,26,27], the European honey bee *Apis mellifera* [28], and, recently, our work on the microsporidium infecting the parasitoid wasp genus *Muscidifurax* [29]. The availability of these *Nosema* genomes enables comparative genomic analyses to investigate the evolutionary characteristics within the diverse *Nosema* genus.

In this study, we utilized the recently assembled *Nosema* genomes and conducted evolutionary and comparative genomic analyses. Building on findings from bee-infecting *Nosema* species, we investigated whether these results could be generalized across the entire genus. Our findings offer new insights into the evolution of telomeric repeat motifs, GC content, gene expression regulation, host switching, and codon usage bias across these genomes. The findings of this research could inform potential management strategies for nosemosis, particularly with regard to our discovery of a putative regulatory motif associated with the regulation of gene expression.

## 2. Materials and Methods

### 2.1. Source of Genome Data

The genome data analyzed in this study include the following genome assemblies (Table S1): *Encephalitozoon cuniculi* [8,30], *Nosema apis* BRL 01 [28], *Nosema muscidifuracis* [29], *Nosema ceranae* BRL 01 [25], *Nosema ceranae* PA08 [26], *Nosema ceranae* BRL [27], *Nosema bombycis* CQ1 [19], *Nosema granulosis* Ou3-Ou53 [22], *Nosema antheraeae* YY [23], and *Nosema* sp. YNPr [24].

### 2.2. Telomeric Repeat Identification

The TRIP (Telomeric Repeats Identification Pipeline) [31] was utilized to de novo predict the candidate telomeric repeat motifs (TRMs) from the publicly available short-read sequencing data of *Nosema* genomes (Table S2). With PacBio long-read assembly, the telomeric repeat motifs of *N. muscidifuracis* were identified from the repetitive regions at the termini of several contigs (Table S3). To confirm the telomeric repeats, we extracted and aligned the sequences of assembled telomeric and subtelomeric regions in the *N. muscidifuracis* genome (Supplementary Materials S1). A phylogenetic tree based on 27 nucleotide sequences of ~20 Kb subtelomeric regions was constructed to determine the evolutionary relationships of the conserved subtelomeric sequences (Supplementary Materials S2). *Encephalitozoon* TRMs were identified from long-read genome assemblies of *E. cuniculi* (NCBI Assembly accession number GCA_027571585), *E. hellem* (GCA_029215505), and *E. intestinalis* (GCA_024399295). At least 100 tandem repeat units are required at the chromosomal termini for TRM calls (Table S4).

### 2.3. Functional and Pathway Annotation of Nosema Muscidifuracis Proteins

The pathway annotation was performed using 2783 annotated genes in *N. muscidifuracis* and 5886 genes in *Saccharomyces cerevisiae* (*S. cerevisiae*, accession number: GCA_002571405.2) [32]. Assignments to genes in the metabolic and regulatory pathways were performed by the KEGG’s internal annotation tools (https://www.kegg.jp/, accessed on 4 March 2022) [33,34]. GhostKOALA was used to assign the most appropriate K numbers to the query genes by the GHOSTX program [35] and KOALA (KEGG Orthology And Links Annotation) algorithm [36], which is based on the sequence similarity search against the structured KEGG GENES database [37]. Subsequently, a set of K numbers was linked to KEGG pathway maps using the KEGG Mapper Reconstructed tool. The number of genes in selected KEGG pathways in *N. muscidifuracis* [29] and *S. cerevisiae* genomes were manually counted according to the KEGG pathway maps (Table S5 and Supplementary materials). Statistical significance was evaluated using the Chi-squared test.

### 2.4. Motif Discovery in 5′ Regulatory Regions in Nosema Muscidifuracis Genome

In microsporidia, the regulatory motifs of transcript initiation sites appear to be concealed in a short *cis*-regulatory region located upstream of the gene, a consequence of their compact and gene-dense genomes [38,39]. To identify the potential regulatory motifs in the 5′ context of *N. muscidifuracis* coding sequences, 200 bp sequences upstream of the start codon for all genes were extracted from the *N. muscidifuracis* genome. MEME version 5.4.1 [40] was applied to search for novel 5′ motifs using all gene sets (*n* = 2718) with the maximum motif width of 12 positions. To characterize the motif in *Nosema* species, the same analysis was performed in other *Nosema* genomes and *E. cuniculi*. We utilized MEME to identify the motifs located upstream of the start codon in a small, conserved gene set (n = 449 shared orthologous genes; Table S6 and Data S4) and other predicted genes in seven *Nosema* species and *E. cuniculi* (Table S7). The RNA-seq data described in our previous research were utilized to provide further evidence supporting the identified regulatory motifs. Average RNA-seq coverage across regions 200 bp upstream (−200 bp) and 500 bp downstream (+500 bp) was plotted for 2155 protein-coding genes in *N. muscidifuracis*. The presence of motifs in groups of genes with varying expression levels was analyzed to determine the relationship between predicted motifs and gene expression.

### 2.5. Phylogenetic Analyses

To infer the evolutionary history of *Nosema* genomes, we investigated the phylogenetic relationships between *N. muscidifuracis* and other microsporidian species. Homologous orthologs were determined for 10 strains across 7 *Nosema* species: *N. ceranae* BRL 01 [25], *N. ceranae* PA08 1199 [26], *N. ceranae* BRL [27], *N. apis* BRL 01 [28], *N. bombycis* CQ1 [19], *N. granulosis* Ou3-Ou53 [22], *N. antheraeae* YY [23], *Nosema* sp. YNPr [24], *N. muscidifuracis* Mzar, and *N. muscidifuracis* Mrap [29], along with the outgroup species *Encephalitozoon cuniculi* (*E. cuniculi*) [8,30]. The orthologs within the *Nosema* genus were extracted from OrthoDB v10.1 [41] using TaxonKit [42]. The genomic data of five *Nosema* strains and *E. cuniculi* were downloaded from NCBI (Table S1). The genomic data of *N. antheraeae* YY was downloaded from the SilkPathDB database [23], and the protein sequence of *Nosema* sp. YNPr was provided by Dr. Xu Jinshan via personal communication [24]. To identify the orthologs in these microsporidia genomes, a BLASTp search was conducted using the protein sequences from the *N. ceranae* (PA08 1199 strain) with a minimum of 20% sequence identity (E-value < 1 × 10^−5^). These orthologs in PA08 were subsequently validated using reciprocal best BLAST hits. A total of 449 orthologs among these eleven genomes were identified. Subsequently, MAFFT v7.407 [43] was utilized to align the protein sequences of orthologs among the above genomes (FFT-NS-2 algorithm). The protein alignments were concatenated into a single super-sequence (Data S5) to construct the phylogeny using the Jones–Taylor–Thornton (JTT) protein model with RAxML v8.2 [44]. A total of 1000 rapid bootstrap replicates were performed to evaluate the branch supports. The phylogenetic tree (Supplementary Materials) was visualized in FigTree v1.4.4 software (http://tree.bio.ed.ac.uk/software/figtree/, accessed on 10 November 2022). In addition, individual protein trees for the 449 orthologs were generated using the same approach as the concatenated tree, and the topology frequencies among these were compared to the concatenated topology. The topology and branch times of the host phylogeny were determined from published phylogenetic studies of the relevant taxa that combine fossil and molecular data for *Apis* [45], Hymenoptera [46], Lepidoptera [47,48], and Arthropoda [49].

### 2.6. GC Content Evolution and Codon Usage Bias

Considering the extremely low GC content in the *N. muscidifuracis* genome, we characterized the codon usage patterns of *N. muscidifuracis* genes. The codon usage of the protein-coding sequences was analyzed by CodonW software version 1.4.2 (http://codonw.sourceforge.net/, accessed on 15 October 2022) [50]. Various indices of codon usage bias were calculated, including the frequency of the synonymous codons at the third position of each base T, C, A, and G (T3s, C3s, A3s, and G3s), the average GC content of the first and second positions (GC12), GC content at the third position of synonymous codons (GC3s), GC content of the protein-coding gene (GC), the frequency of optimal codons (Fop), codon adaptation index (CAI), codon bias index (CBI), and the frequency of the synonymous codons for each amino acid. These calculations were systematically conducted across all *Nosema* species and *E. cuniculi* (Table S8 and Supplementary Materials). A comparative analysis of codon usage bias was performed to determine potential variations and similarities in the genetic coding preferences. To infer the ancestral states of the genome-wide G-C content in the *Nosema* genus, we employed a Bayesian approach using the random walk and MCMC models implemented in the software BayesTraits V4.1.3 [51]. A total of 2 million iterations were executed with a burn-in of 10,000, and every 11,000th iteration was sampled.

## 3. Results

### 3.1. Telomeric Repeat Motif (TRM) Characterization Revealed a Canonical TTAGG Motif and a Novel Composite TAGG/TTAGG Telomere

#### 3.1.1. TTAGG Is Likely to Be the Ancestral Form of TRM in *Nosema* and Microsporidian Species

The telomeric repeat motifs (TRMs) in the fungal parasite genus *Nosema* have not been specifically characterized or reported in the literature. To investigate telomere evolution within this genus, we performed de novo TRM prediction across multiple *Nosema* species (Table S1) based on short-read genome sequencing data (see Section 2). In *N. ceranae*, we identified TTAGG as the TRM candidate. For the remaining *Nosema* species with low sequencing depth, no TRM candidates were detected (Table S2). To determine if TTAGG is the typical TRM in microsporidia, we analyzed the chromosomal termini of publicly available long-read assemblies of three *Encephalitozoon* species, a microsporidian genus infecting vertebrate (see Section 2). All 11 chromosomes in *E. hellem* and *E. intestinalis*, as well as 10 out of 11 chromosomes in *E. cuniculi*, have TTAGG as the TRM (Table S3), suggesting that it is likely the ancestral form in microsporidia.

#### 3.1.2. A Novel Composition 4 bp/5 bp Form of TRM in *N. muscidifuracis*

In *N. muscidifuracis*, a species that infects parasitoid wasps, two TRMs were identified: the canonical TTAGG and a novel 4 bp tandem repeat TAGG. The TAGG TRM is the most abundant, accounting for 75.3% of *N. muscidifuracis* telomeres (Table S4). The TAGG and TTAGG types of TRMs were detected at 19 chromosome ends among 28 contigs (Figure 1A and Data S1), exhibiting significantly higher GC content at the ends of chromosomes (Figure 1B). The 5 bp TTAGG motifs are interspersed among the predominant TAGG repeats (Figure 1C), forming a composite type of telomeric repeats. A third repeat type, TAGGG, is also present in the telomeric region, albeit at an extremely low abundance of 1.5% (Figure 1D).

#### 3.1.3. Two Major Types of Highly Conserved Subtelomeric Regions in *N. muscidifuracis*

When the *N. muscidifuracis* subtelomeric regions were characterized and aligned, we discovered that ~20 Kb subtelomeric regions immediately adjacent to the telomeric repeats are highly conserved (Figure 1C). Phylogenetic analysis revealed two major types of conserved subtelomeric sequences in *N. muscidifuracis* (Figure 1E and Supplementary Materials). These findings suggest diverse routes of telomere and subtelomere evolution in this species.

### 3.2. Extensive Genome Reduction in Nosema Highlights Loss of Mitochondrial Genes and Metabolic Pathways

#### 3.2.1. Retention of Certain Essential Biological Pathways Despite Severe Genome Reduction

By analyzing multiple *Nosema* species, we conducted a more detailed exploration of genome reduction processes within this genus than what was reported in previous literature. Compared to the genome of the free-living yeast *Saccharomyces cerevisiae* [52,53], *Nosema* species only possess about one-third to one-half of the genes. This significant reduction indicates that *Nosema* has undergone extensive genome contraction during its evolution. The reduction in genome size is presumably achieved through the loss of genes involved in metabolic pathways and cellular processes that are no longer essential for survival. Despite a significant genome reduction, functional annotation of *N. muscidifuracis* proteins revealed that more than 50% of the genes in several critical pathways are preserved (Table S5 and Supplementary Materials). These pathways include DNA replication, mismatch repair, tight junction formation, RNA polymerase function, Wnt signaling, and basal transcription factors (Figure 2A). The retention of these pathways suggests that, even with a significantly reduced genome, *Nosema* species maintain essential cellular functions necessary for their survival and replication within host cells.

#### 3.2.2. Significant Gene Loss in Oxidative Phosphorylation Pathway Coincides with the Absence of Mitochondrial Genes and the Organelle

A notable genomic feature of microsporidia is the absence of mitochondria, which have been transformed into highly modified and reduced organelles known as mitosomes [54]. In *N. muscidifuracis*, we observed a significant loss of genes associated with the oxidative phosphorylation pathway (0 in *Nosema* and 41 in yeast; Figure 2B), which aligns with the complete absence of mitochondrial genes and the organelle itself. Genes encoding the mitochondrial electron transport complexes, whether typically located in the mitochondrial or nuclear genomes, were completely absent (*p* < 0.001, Chi-squared test; Figure 2B). Furthermore, the mitochondrial F-type ATPase was absent from the oxidative phosphorylation metabolic pathway (Figure 2B). The lack of these genes indicates that *Nosema* species have entirely lost the capability for mitochondrial respiration and ATP production through this pathway.

#### 3.2.3. Significant Reduction in the Endocytosis Pathways

Endocytosis represents another pathway that exhibits a significant reduction in the number of genes, with 11 genes identified in *Nosema* compared to 50 in yeast (*p* < 0.05, Chi-squared test; Figure 2 and Figure S1). With a limited number of genes associated with endocytosis, *Nosema* has a reduced ability to independently acquire certain molecules, resulting in a heavy reliance on absorbing nutrients directly from host cell cytoplasm. On the other hand, by expressing fewer transmembrane proteins, *Nosema* may utilize the host’s endocytic pathways, and avoid triggering the host’s innate immune defense mechanisms.

### 3.3. A Conserved Regulatory Motif Upstream of Nosema Protein-Coding Genes

#### 3.3.1. Discovery of a Highly Over-Represented 12 bp Motif in *N. muscidifuracis*

Previous studies on bee-infecting *Nosema* species have identified potential regulatory motifs containing the cytosine triplets TTTTTTTACCCC [25] and ACCCTT [28]. Through motif prediction in the 5′ regulatory regions of *N. muscidifuracis* (see Section 2), we discovered that a single 12-base pair motif, TTTTTTTACCCC, is highly overrepresented (E-value = 1.6 × 10^−256^; Figure 3A). Within this motif, the sequence consisting of a single adenine followed by a cytosine quadruplet (ACCCC) was highly significant, occurring much more frequently than would be expected by chance (*p* < 0.001). Interestingly, genome distribution analyses revealed that the 2712 occurrences of this motif are predominantly located within 20 base pairs upstream of the start codon of protein-coding genes. (Figure 3B).

#### 3.3.2. Positive Association of the Presence of TTTTTTTACCCC Motif with Gene Expression

Although the C-rich motif was previously suspected to regulate gene expression in earlier studies, the actual relationship between the motif and gene expression has yet to be clarified. RNA-seq coverage analyses revealed that the TTTTTTTACCCC motif is located immediately upstream of expressed transcripts in *N. muscidifuracis* (Figure 3C). 

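The read counts came from RNA of whole adult wasps of *Muscidifurax zaraptor*, a parasitoid of fly pupae that carries *N. muscidifuracis*, so each library holds wasp and parasite RNA together. The wasps were sampled 24 h after eclosion. There were 12 libraries in 4 conditions, with 3 replicates each: females and males of the AUB strain reared on flesh flies, and females and males of the USDA strain reared on house flies. Wasp strain and host fly changed together and cannot be told apart. The sources used here do not say that the replicates came from separate rearings, so p-values measure only the spread between these libraries. Ribosomal RNA was depleted, directional libraries were made and sequenced on an Illumina instrument, although the sample labels name polyA RNA as the molecule. The submitters' processing notes name FastQC, Trimmomatic 0.39 and HTSeq 1.0, whereas the aligner, the genome build and the strand setting of the counting are not given in the sources used here. The authors deposited raw read counts of 2782 *N. muscidifuracis* genes, with no normalization. The total of *Nosema* counts was 63103 to 104838 (median 90185) in AUB females on flesh flies and 51059 to 113928 (median 94497) in AUB males on flesh flies. It was 29317 to 43426 (median 40465) in USDA females on house flies and 36365 to 52147 (median 37836) in USDA males on house flies. Between 923 and 1208 genes had at least 1 read in a library. The counts were summed over the 12 libraries for each gene, and genes were grouped by the limits of Fig. 3D, so the flesh fly libraries weigh more in the sum. Within a condition, the counts of 2 libraries correlated across genes with a Spearman's rho of 0.843 to 0.906, and no pair of libraries differed by as little as the sampling noise. Gene products, gene positions and the upstream sequences that the coverage plot and the motif search need were not analysed here.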

To assess the relationship between this motif and gene expression levels, we analyzed its prevalence in groups of genes categorized as highly, moderately, and lowly expressed. Our findings showed that more than 90% of the highly expressed genes contain the TTTTTTTACCCC motif, whereas only about 55% of non-expressed genes have this motif (*p* < 0.05, Chi-squared test; Figure 3D). This association between the presence of the motif and higher gene expression levels supports the hypothesis that TTTTTTTACCCC is a candidate regulatory motif for active gene expression.

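*N. muscidifuracis* reads were concentrated in a small part of its genes. Of the 2782 genes in the count table, 365 had more than 300 reads over the 12 libraries, and these genes held 89.9% of all 757166 *Nosema* reads. Another 447 genes had 50 to 300 reads (8.91% of the reads) and 790 genes had 1 to 49 reads (1.21% of the reads). The remaining 1180 genes, 42.4% of the table, had no read in any library. NmusORF2002_1 had the highest total, 83918 reads, and took 10.7% ± 2.0 of the *Nosema* reads of a library (SD, n = 12). Its share was 11.9% ± 1.7 in wasps of the AUB strain on flesh flies (SD, n = 6) and 9.56% ± 1.7 in wasps of the USDA strain on house flies (SD, n = 6), which did not pass the test (log2 fold change 0.30, standard error 0.13, adjusted p = 0.209 from edgeR's quasi-likelihood test). NmusORF1966_1 followed with 53776 reads and 7.46% ± 0.98 of a library (SD, n = 12). NmusORF1511_1, NmusORF1542_1 and NmusORF1625_2 had 24842, 21086 and 17139 reads. The 10 genes with the highest totals took 35.2% of all reads, and the count table does not pair these IDs with gene products. A total of 0 allows up to 3 reads among the 757166, or 3.96 CPM (counts scaled to the sum of *Nosema* counts), a limit that covers counting error only. The group above 300 reads depends on how many reads are summed, with 221 genes in females only, 210 in males only and 140 in house fly USDA wasps only. The presence of the motif per gene was not analysed here.

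**Figure D1:**
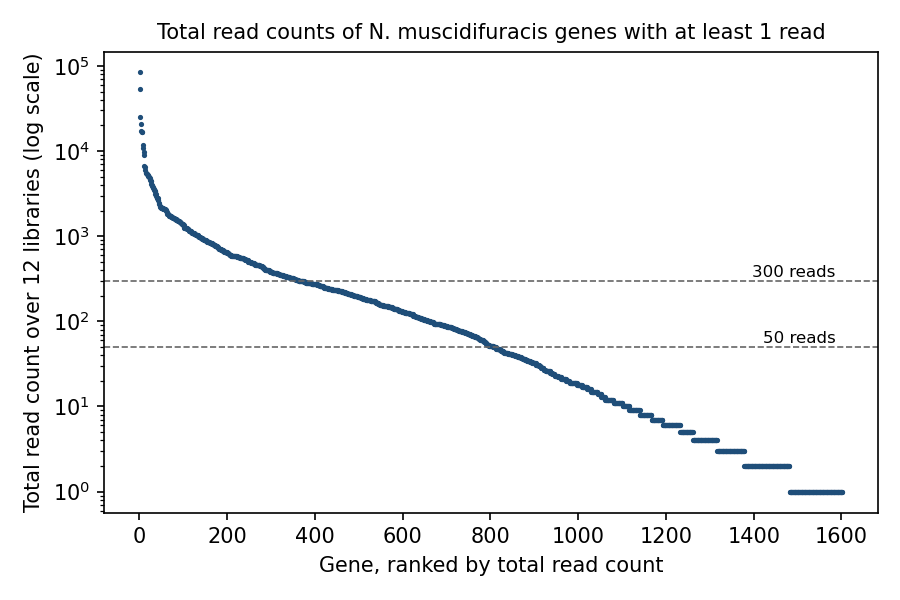
Total read count over 12 libraries (y axis, log scale) of each of the 1602 *N. muscidifuracis* genes with at least 1 read, ranked from the highest to the lowest total (x axis, rank). Each point is 1 gene and the dashed lines mark 50 and 300 reads, with 365 genes above the upper line and 790 below the lower line.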

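All 365 genes with more than 300 reads were read in each of the 12 libraries. Of the genes with 50 to 300 reads, 314 were read in every library. Of the 790 genes with 1 to 49 reads, 5 were read in every library and 216 in 1 library only. The gene IDs hold an ORF number and an entry number, and 1147 of the 1403 ORF numbers have 2 or more entries in the table, which may share reads (what an entry stands for is not given in the sources used here). Among the 256 genes whose ORF number has 1 entry, 17.2% had no read (95% Wilson interval 13.1% to 22.3%) and 34.0% had more than 300 reads (28.5% to 40.0%). Part of this class lies in ORF numbers 1501 to 1600, where all but 26 of the 110 genes have an ORF number with 1 entry. Of those 110 genes, 2.73% had no read and 54.5% had more than 300 reads. Among the 2526 genes whose ORF number has 2 or more entries, 45.0% had no read (43.0% to 46.9%) and 11.0% had more than 300 reads (9.84% to 12.3%). All entries were without a read in 372 of the 1147 ORF numbers with 2 or more entries and in 44 of the 256 with 1 entry (Fisher's exact test, two-sided, p = 7.32e-07). The test takes ORF numbers as independent. Those with 2 or more entries and no read tended to stand beside each other (177 neighbouring pairs, against a mean of 109 in permutations). Part of the 1-entry class also lies in the window named above, so this p-value may be too small. With the entries of each ORF number summed, a setting chosen after seeing the data, 416 ORF numbers had no read and 321 had more than 300 reads. From the larger share of motif-bearing genes among the highly expressed genes than among the genes with no expression (Fig. 3D), the paper finds support for the hypothesis that TTTTTTTACCCC is a candidate regulatory motif for active gene expression.

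**Figure D2:**
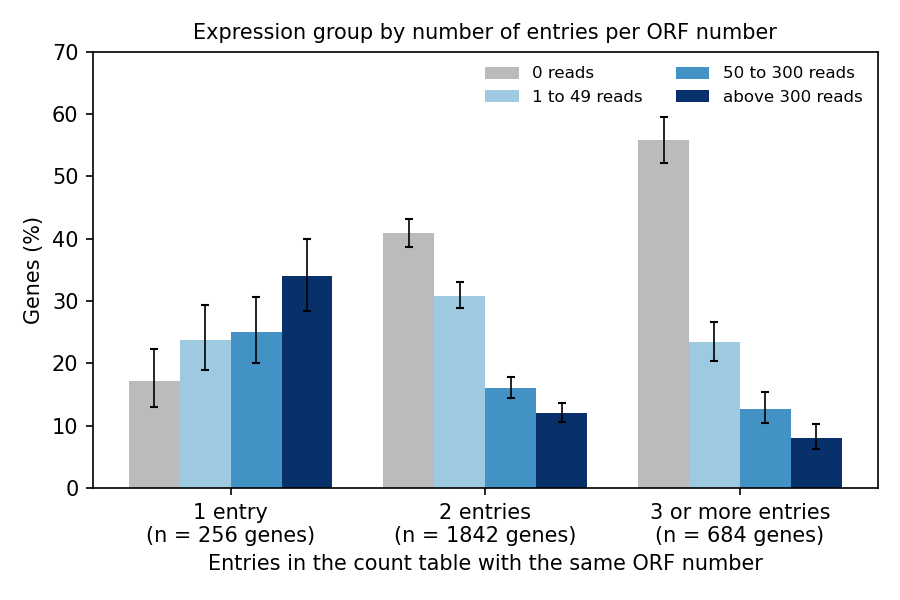
Share of genes (y axis, percent) in each expression group, for genes whose ORF number has 1, 2 or 3 or more entries in the count table (x axis). Bars start at 0 and error bars are 95% Wilson intervals, and the bar for 0 reads stands at 17.2%, 40.9% and 55.9% in the 3 classes.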

#### 3.3.3. Conservation of CCC-Containing Motif in *Nosema* and Microsporidian Species

To determine whether the TTTTTTTACCCC motif is also present in other *Nosema* and microsporidian species, we conducted a de novo search of 5′ motifs in six additional *Nosema* genomes and *Encephalitozoon cuniculi* (Table S1) in 449 shared orthologous genes (Data S4). Using the same parameters as in our analysis of *N. muscidifuracis*, we identified a shared motif pattern. Notably, all seven *Nosema* species’ motifs contain a 3 bp or 4 bp cytosine homopolymer core (CCC or CCCC; Figure 4), which is extremely rare in A-T-rich *Nosema* genomes (Figure 4). In addition, six of the seven *Nosema* species have a leading thymine stretch (TTTTTT or TTTTTTT), whereas *Nosema apis* lacks this feature (Figure 4). When we performed the same analysis using non-orthologous predicted genes, the conserved CCC/CCCC cores were still identifiable within the significant motifs (Figure 4 and Table S7). Such C homopolymers were not detected in the outgroup species *E. cuniculi* (Figure 4). Our findings indicate that the cytosine-rich motif is conserved across the *Nosema* genus, reinforcing its potential role in the regulation of gene expression.

### 3.4. Phylogenomic Analysis of Microsporidian Genomes Revealed Nosema Host Switch Events

We constructed a phylogenetic tree using the sequences of 449 orthologous protein-coding genes from *Nosema* genomes (Table S1 and Supplementary Materials), with *E. cuniculi* serving as an outgroup to investigate their evolutionary relationships (Figure 4 and Supplementary Materials). As expected, the three strains of *N. ceranae* clustered together on the same branch, and the two strains of *N. muscidifuracis* were closely related (Figure 4). Interestingly, there are two major groups, Clade A and Clade B, which are supported by strong (100%) bootstrap values. Further support of the validity of these two clades is that they differ in their genome-wide GC content (20–25% GC for Clade A and 28–32% for Clade B; see Section 3.5). However, the topology of the *Nosema* phylogenetic tree is not completely congruent with the host phylogeny. Most notably, the cabbage butterfly (*Pieris rapae*) *Nosema* is most closely related to the *Nosema* found in the bee *Apis cerana*, and this association has 100% bootstrap support (Figure 4). Furthermore, the cabbage butterfly *Nosema* is embedded in Clade A (Figure 4) with four hymenopteran *Nosema* (*A. mellifera*, *Muscidifurax zaraptor*, *M. raptor*, and *A. cerana*), and this clade has 100% bootstrap support, whereas the other two *Nosema* associated with Lepidoptera (*Bombyx mori* and *Antheraea pernyi*) occur in a separate strongly supported Clade B (100% bootstrap value, Figure 4), and are more closely related to a *Nosema* found in crustaceans (again with 100% support).

Analyses of individual protein trees further support the cabbage butterfly host shift. A total of 444 proteins (98.9%) cluster the cabbage butterfly *Nosema* with the hymenopteran *Nosema* strains, whereas only 3 (0.7%) join it with the other two lepidopterans. Therefore, the data strongly support a host shift involving the *P. rapae Nosema*. The most likely direction of this shift is from a hymenopteran *Nosema* into the butterfly, although directionality cannot be resolved at this time. Two lepidopteran *Nosema* are found in the moths (*An. pernyi* and *B. mori*), and these cluster together in Clade B with 100% bootstrap support. Their hosts belong to the superfamily Bombycoidea, whereas *P. rapae* is in the superfamily Papilionoidea, with an estimated divergence time from the two moths of 100 million years [47]. Interestingly, *B. mori* and *An. pernyi* form a group with the crustacean *Gammarus duebeni Nosema* with 100% bootstrap support, whereas the Hexapoda (including insects) and Crustacea are estimated to have diverged 506 million years ago [49]. There are likely to be additional host shifts involved here, although there are insufficient numbers of well-assembled *Nosema* genomes to resolve the details at this time.

Finally, a host shift involving the two *Nosema* found in the bees *A. mellifera* and *A. cerana* is likely. The bootstrap value for the clade combining *A. cerana Nosema* with the strains found in the two parasitoid wasp species *M. zaraptor* and *M. raptor* is strongly supported (100%), with the second *Apis Nosema* found in *A. meliferra* as an outgroup. The parasitic wasps belong to the Chalcidoids, which diverged from the lineages leading to honey bees approximately 247 MYA [46], whereas the two *Apis* species are estimated to have diverged only 23.7 MYA [45]. To exclude the possibility of potential artifacts caused by concatenation, we examined the 449 individual gene trees. Of these, 89.5% (402/449) of *A. cerana Nosema* have *Muscidifurax* as their closest hymenopteran relative, whereas only 10.5% have the host congener *Apis mellifera* as the closest hymenopteran neighbor. This phylogenetic incongruency indicates that *Nosema* parasites have likely moved between bee and wasp hosts at least once in the past; however, the direction of this transfer is not yet resolved.

The two *Apis Nosema* grouped together relative to the parasitoid *Nosema* for 12 individual proteins. They may represent genetic exchanges of the *Nosema* with shared *Apis* hosts, or convergent evolution. Here, we highlight protein OG398, whose closest BLAST hit is the *Myg1*-like protein in *E. cuniculi* (88% sequence identity, E-value = 3 × 10^−18^). *Myg1* encodes a 3′-5′ RNA exonuclease regulating the spatial segregation of organellar RNA processing and serving as a coordinator of nuclear-mitochondrial translational crosstalk [55]. It is involved in ribosome assembly and cytoplasmic translation by processing pre-rRNA, and it modifies the 3′ ends of mitochondrial rRNA (mito-rRNA) and messenger RNA (mRNA), thereby influencing mitochondrial translation. Based on protein sequence homology, we speculate that OG398 may play a role in hijacking and rebalancing the host’s mitochondrial translation to meet their own energy needs. Further studies of these and similar discordant protein topologies may be warranted in the future, especially once more *Nosema* genome assemblies are available.

### 3.5. Evolution of GENOME-Wide G-C Content and Codon Usage Bias

#### 3.5.1. Potential Directional Shift from GC-Rich to AT-Rich Genomes in *Nosema* Evolution

Microsporidian pathogens infecting mammals, such as *E. cuniculi*, have a high G-C content with nearly 50% GC [8]. Similarly, *Nematocida displodere*, a microsporidian parasite of *Caenorhabditis elegans*, has a genome-wide G-C content of 49.2% [56]. Another microsporidian species, *Antonospora locustae*, which infects locusts, has an average genome G-C content of 42.0% [57], suggesting many microsporidia have relatively high G-C content. In contrast, the published genomes of *Nosema* species have reported much lower G-C contents, ranging from 25% to 35%. Based on the *Nosema* phylogeny, we inferred the ancestral states of G-C content on the nodes and found a significant reduction in genome-wide G-C content in *Nosema muscidifuracis* and *Nosema apis* (Figure 4), suggesting a tendency of decreasing G-C content during *Nosema* evolution.

#### 3.5.2. Significant Codon Bias in A-T Rich *Nosema* Genomes

Since the *Nosema* genomes are gene-dense, a reduction in G-C content significantly impacts their protein-coding genes. We examined the G-C content at the third codon position (GC3) and the first two codon positions (GC12) in three species: *N. muscidifuracis*, *N. ceranae*, and *E. cuniculi*. Our analysis revealed that *E. cuniculi* has an 11.6% higher GC12 compared to the two *Nosema* species (43.7% vs. 32.1%). Moreover, the GC3 in *E. cuniculi* is significantly higher at 40%, which distinctly separates its genes from those of *Nosema* (Figure S3). These results are consistent with what was reported in a previous study [25].

*N. muscidifuracis* exhibits a significantly lower G-C content (22.6%) compared to *N. ceranae* (25.4%). The GC12 values are comparable between *N. muscidifuracis* (31.9%) and *N. ceranae* (32.4%), which may reflect the selective constraints at the first two codon positions. However, the GC3 in *N. muscidifuracis* (14.1%) is significantly lower than that in *N. ceranae* (17.3%), which may contribute to the differences observed in their overall nucleotide composition (Figure 5A). When all seven *Nosema* species are compared, those with lower overall G-C content tend to exhibit lower GC3/GC ratios (Figure 5A). There is a linear relationship between GC3 and total GC (R^2^ = 0.957; Figure 5B), indicating that low-GC *Nosema* species prefer to use codons that end with A or T. This preference indicates a codon usage bias toward A/T at the third codon position in species with lower G-C content.

#### 3.5.3. Species-Specific Usage Preference of Degenerative Codons

When analyzing degenerative codons, we discovered an overall codon bias toward the A/T at the third position (Figure S4), with the degree of bias closely correlated with the genome-wide G-C content (Figure 5C). However, we also observed differential preferences for A or T at four-fold degenerate sites in each *Nosema* species. For example, the codons for alanine and threonine are significantly more biased toward uracil (U) at the third position in *N. muscidifuracis* (with a G-C content of 31.9%), while a larger proportion of codons with an A at the third position is observed in *N. apis* (*p* < 0.001; Figure 5D).

#### 3.5.4. CpG Avoidance in Arginine Encoding Codons

Arginine is encoded by six codons, four of which begin with the CpG dinucleotide. When comparing the usage of CGA/CGU codons to AGG codons, which have the same G-C content, we observed that AGG is overrepresented in five *Nosema* species and in *E. cuniculi* (Figure 5E). This preference indicates a tendency to avoid the CpG dinucleotide context in arginine codons. The depletion of CpG sites is presumably due to spontaneous deamination processes occurring in the genome. In this process, methylated cytosines can deaminate to thymine, leading to mutations that reduce the frequency of CpG dinucleotides over time.

#### 3.5.5. Usage Bias of STOP Codons in *Nosema* Species Compared to *Encephalitozoon*

A usage bias of stop codons was observed in *Nosema* species. Specifically, among the three stop codons (UAG, UGA, and UAA), there appears to be no preference in *E. cuniculi* (Figure 5F). In contrast, the low G-C content *Nosema* species exhibit varying degrees of bias toward using UAA as the stop codon (Figure 5F). This suggests that *Nosema* species with lower genome-wide G-C content preferentially utilize UAA to terminate protein synthesis, whereas such STOP codon usage bias is not present in *E. cuniculi*.

## 4. Discussion

### 4.1. Discovery of Host Shift Events in Nosema Species

Host shifts are prevalent in microsporidia, and all four clades of microsporidia contain species that infect both insects and humans [3]. Host shifts frequently disrupt co-phylogenetic patterns between parasites and their hosts, leading to incongruences in their evolutionary trees [58]. Studies of microsporidian parasites *Dictyocoela roeselum* and *Nosema granulosis* in amphipods revealed coevolution and co-diversification with host species, whereas *Dictyocoela muelleri* and three species of *Cucumispora* showed recent colonization, indicating recent spreading and potential host shift [59,60]. Typically, host switch events occur among phylogenetically related hosts rather than between distantly related ones [61]. Until now, no significant host shift event had been identified within the *Nosema* genus. In this study, we discovered potential host shift events involving *Nosema* species infecting bees and wasps through phylogenomic analysis of multiple *Nosema* genomes. This finding suggests that host switching between distantly related host taxa can occur, serving as a potential mechanism for *Nosema* diversification. After transitioning to a different host, genetic adaptations might be necessary to overcome challenges related to host recognition, energy and metabolite utilization, immune tolerance, transmission, and proliferation in a new environment. We identified a few genes that may have undergone co-evolution following a host switch, including *Myg1*, which is involved in nuclear-mitochondrial translational crosstalk. Determining the gain and loss of specific genes remains challenging due to the insufficient quality of several available *Nosema* genomes. This highlights the need for improved genome assemblies in future research to gain a deeper understanding of the genetic adaptations associated with host shifts.

### 4.2. CCC-Containing Motifs Are Conserved in Multiple Nosema Species

One significant finding of this study is the conservation of CCC motifs across various *Nosema* species and their association with active gene transcription. Although CCC motifs have been previously reported in bee-infecting *Nosema*, *Encephalitozoon*, and *Antonospora* [30], our study confirms their broader presence within the *Nosema* genus and reveals a direct association with gene expression. A total of three different motifs were found to be present upstream of the microsporidian gene models: the AAATTT-like signal, the CCC-like signal, and the GGG-like signal [30]. Among these identified motifs, AAATTT and GGG were only found in selected ribosomal genes using 5′ RACE, and we did not discover any of these motifs reaching statistical significance in *Nosema* species.

CCC-like signal-containing motifs have been identified in two bee-infecting *Nosema* species. Specifically, the motif TTTTTTTACCCC was identified in *N. ceranae* [25], and the ACCCTT motif has been reported in *N. apis* [28]. The *N. ceranae* study also identified a CCC motif in *E. cuniculi* genes, but it did not reach statistical significance [25]. Our study did not find any CCC-containing motifs in *E. cuniculi*, which is consistent with the lack of statistical significance observed in the literature [25]. We did identify such CCC motifs in *N. ceranae* (TTTTTTTACCCC, identical to [25]) and *N. apis* (ACCCT, one bp shorter compared to [51]), thereby confirming previous findings. In addition, we discovered significant CCC-containing motifs in all five other *Nosema* species examined (*N. ceranae*, *N. bombycis*, *N. granulosis*, *N. antheraeae*, and *Nosema* sp. YNPr), indicating that the CCC motif serves as a key regulatory signal throughout the entire genus. This finding highlights the importance of CCC motifs beyond just bee-infecting *Nosema* species, suggesting a fundamental role in gene regulation across diverse *Nosema* hosts.

### 4.3. Association Between CCC-Containing Motifs and Active Transcription Suggests a Direct Role in Gene Regulation

Previous studies have demonstrated that CCC-containing motifs are located immediately upstream of the coding start site, suggesting a potential role in regulating gene expression [30]. In this study, we found that these CCC-containing motifs are located within 20 bp upstream of the start codon, demarketing the translation initiation site. Our RNA-seq data further demonstrated, for the first time, that these motifs are positively correlated with active transcription, supporting their role as cis-regulatory elements in gene expression regulation. The exact mechanism of their function, however, requires further investigation.

### 4.4. Evolution of CCC-Containing Motifs in Relation to Genome-Wide G-C Content in Nosema Species

Although CCC-containing motifs are ubiquitously present in *Nosema* species, we discovered variation in the number of consecutive Cs across the two *Nosema* clades. Given the generally AT-rich nature of *Nosema* genomes, homopolymers of C are unlikely to occur by chance. In *Nosema* clade A, which has a lower genome-wide G-C content (ranging from 18.8% to 24.8%), all motifs contain three consecutive Cs with information content > 0.5 bit. In Clade B, where G-C content is higher (28.1% to 31.6%), the motifs contain four consecutive Cs (CCCC). We hypothesize that the ancestral motif core was CCCC, which evolved into CCC in clade A as the G-C content decreased. This suggests that the evolution of motif cores may be linked to genome-wide G-C content, indicating coordinated evolution between specific regulatory motifs and overall G-C composition in *Nosema* lineages. Additional well-assembled and annotated *Nosema* genomes are needed to further test this hypothesis.

### 4.5. Insights into Telomere Evolution in Nosema and Microsporadia

Previous studies have shown that telomeric repeat motifs (TRMs) in most species follow the classical pattern of TxAyGz, such as TAGG, TTAGG, TTAGGG, and TTTAGGG [62]. In this study, we examined three published *Encephalitozoon* genomes with chromosome-level assemblies and found that TTAGG is the conserved TRM, which matches the canonical TRM found in insect hosts [63]. In *N. ceranae*, TTAGG has also been identified as the TRM candidate, suggesting that TTAGG might be the shared TRM among microsporidians.

In *N. muscidifuracis*, we discovered TTAGG repeats at the chromosomal termini; however, these repeats accounted for only approximately 20% of the telomeric regions. Instead, a variant that is one base pair shorter, TAGG, is the predominant TRM form found in the telomeres of this species. Based on phylogenetic parsimony, we propose that the TTAGG repeat is the ancestral form, while the TAGG repeat is a derived variant that has become dominant in the telomeres of *N. muscidifuracis*. This novel composite form of four-base-pair (TAGG) and five-base-pair (TTAGG) repeats has not been reported in any other microsporidian genomes, providing new insights into telomere evolution.

The exceptional completeness of the *N. muscidifuracis* genome enabled a comprehensive analysis of its subtelomeric regions. These regions were found to be highly conserved and form two distinct clades, suggesting that they may have different evolutionary histories. Further investigations are needed to understand how the composite TRM is maintained and how subtelomeric regions have evolved in *N. muscidifuracis* and other *Nosema* species.

### 4.6. Directional AT-Rich Evolution of Nosema Genomes

Significant variation in genome-wide G-C content has been observed among fungal species [64]. The evolution of G-C content is influenced by various evolutionary forces, including natural selection, constraints imposed by the host environment, population bottlenecks, random genetic drift, and others [65,66,67]. The vertebrate microsporidian *Encephalitozoon cuniculi* has nearly 50% G-C content, exceeding that of its host genomes. In contrast, *Nosema* species are typically AT-rich, exhibiting lower G-C content compared to their host genomes, consistent with previous reports on bee-infecting *Nosema* species.

Using ancestral state inference through a Bayesian approach, we discovered a significant reduction in G-C content in *N. apis* and *N. muscidifuracis* within the bee–wasp–butterfly *Nosema* clade. Among the species we examined, *N. granulosis* has the highest G-C content (32%) and infects the amphipod *Gammarus*, which first appeared in the Cretaceous period [68]. In contrast, *Nosema apis*, with the lowest G-C content (18.8%), infects eusocial bees that began to diversify tens of millions of years later in the Paleogene period [46]. Although the exact timing of *Nosema* infection acquisition in these host species remains uncertain, our findings suggest an evolutionary trajectory toward lower G-C content in these parasites.

The AT-rich nature of the *Nosema* genome may confer an advantage by allowing the parasite to utilize the more abundant ATP and TTP nucleotides available in host cells for their own genome replication and reproduction. Given that *Nosema* species lack nucleotide synthesis pathways and rely entirely on host metabolites for DNA replication [69], utilizing these readily available nucleotides could enhance their replication efficiency. However, the exact evolutionary forces driving this shift toward an AT-rich genome remain unclear and require further investigation.

### 4.7. Systematic Analysis of Codon Usage Revealed Common and Species-Specific Patterns in Nosema

Codon usage bias has been studied in *Nosema* and other microsporidian species [24,25,27,28]. We conducted a systematic analysis of codon bias across *Nosema* species and identified several common features. All *Nosema* species exhibit a global bias toward AT-rich codons. Specifically, the G-C content at the third codon position (GC3) is significantly lower than at the first two codon positions (GC12), and this reduction correlates well with the species’ overall G-C average across many codon positions. This suggests that the evolutionary trend toward AT-rich genomes in *Nosema* is achieved, at least in part, through G/C-to-A/T synonymous substitutions at the third codon positions. Additionally, we observed CpG avoidance in arginine codons and a bias toward using the AT-rich UAA stop codon in all *Nosema* species.

Despite overall similarities in the codon usage bias toward AT-rich codons among *Nosema* species, the specific patterns are not identical across all species examined. In *N. apis*, studies have identified a significantly higher G-C content in coding regions (25%) compared to the genome average (18.8%) [28]. Similarly, *N. muscidifuracis* shows a genome-wide G-C content of 22.6% versus 25.3% in its coding regions, as found in this study. However, this disparity between coding and genome-wide G-C content does not hold in *N. bombycis* or *N. antheraeae*, where the G-C content is similar in both coding and intergenic regions. These findings suggest varying levels of G-C reduction in coding versus intergenic regions among different *Nosema* species. In addition, the degree of codon bias is not always correlated with the genome-wide G-C content. For instance, for the codons encoding alanine (GCA/U) and threonine (ACA/U), *N. apis* prefers codons ending with adenine (A), whereas *N. muscidifuracis* favors those ending with uracil (U). This indicates the presence of species-specific preferences, which may reflect adaptations or evolutionary histories unique to each species.

### 4.8. Implications of Severe Genome Reduction and Lack of Mitochondria in Nosema

*Monocercomonoides* is the first known eukaryote lacking mitochondria [70], and in microsporidia, mitochondria have deteriorated into numerous tiny structures known as mitosomes [71]. These mitosomes have limited metabolic functions and are involved in processes such as iron–sulfur cluster assembly and lipid metabolism [72]. Microsporidia are derived from lineages that originally contained mitochondria, indicating that the loss of mitochondria is a secondary evolutionary event [70,73,74,75,76]. From our analysis of *N. muscidifuracis*, we found that mitochondrial rRNA, tRNA, and protein-coding genes are absent, and genes involved in the complexes of the electron transport chain are completely missing. This suggests that *Nosema* species may take advantage of host metabolism to survive as intracellular parasites [77].

Coupled with the loss of mitochondria, *Nosema* species exhibit severe genome reduction [78,79,80,81], presumably due to their highly specialized morphology and life cycle [9,82]. Endocytosis was identified as another major pathway experiencing significant gene loss in *Nosema* in this research. Previous studies have shown that microsporidian cells can exploit the host endocytosis pathways to exit intestine cells for spreading [83,84,85], reducing their need for genes related to this process compared to free-living fungi. This reduction highlights the extensive genome contraction these parasites have undergone as they adapt to an intracellular lifestyle. The loss of endocytosis-related genes suggests that Nosema species rely heavily on their hosts for nutrient uptake and cellular processes, further emphasizing their dependence on host metabolism for survival and proliferation. The selective gene loss indicates an evolutionary strategy where non-essential genes are lost, while vital processes are conserved to support their intracellular parasitic lifestyle. By analyzing more *Nosema* species, we can gain a more detailed understanding of which pathways are critical and how genome reduction has shaped their evolution.

## 5. Conclusions

In this study, our phylogenomic analyses of genome-available *Nosema* species uncovered incongruences between the *Nosema* tree and their host phylogenies, revealing host shift events involving butterflies, bees, and wasps. We found that TTAGG is likely the ancestral telomeric repeat motif in *Nosema* and other microsporidians; however, evolutionary fluidity exists in certain *Nosema* species that possess composite TTAGG/TAGG repeats. Additionally, cytosine-rich motifs upstream of protein-coding genes, linked to high gene expression, indicate a potential cis-regulatory function. Our findings expand on previous *Nosema* genome studies by shedding light on gene regulation, genome reduction, telomere evolution, host shifts, and codon usage bias. These insights have practical applications for managing nosemosis by targeting conserved regulatory motifs. Future research should further investigate the functions of these motifs, enhance genome completeness, and examine genetic adaptations to host shifts, supporting efforts to control these parasites and protect vital insect populations.

## Figures and Tables

**Figure 1:**
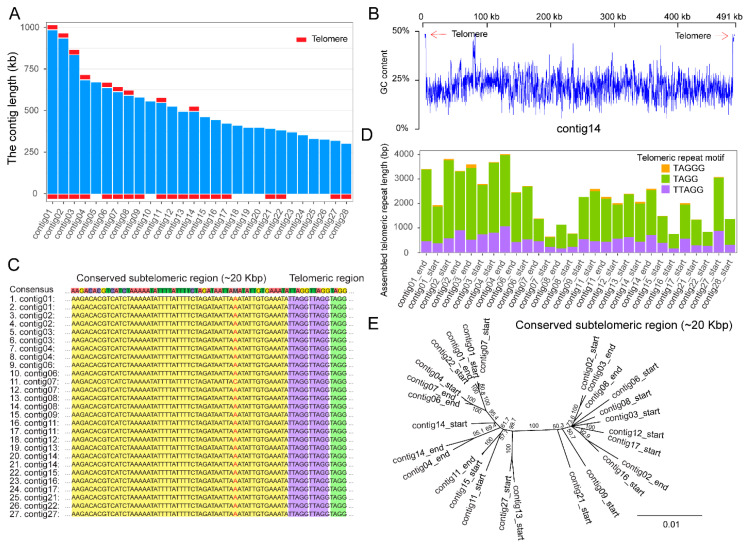
A novel type of telomere in the *Nosema Muscidifuracis* genome. (**A**) Presence of telomeric sequences at the termini of 28 *N. Muscidifuracis* genome contigs. (**B**) Plot of GC content along contig14 showing the high GC content at telomeric regions. (**C**) Sequence alignment at the telomere-subtelomere boundaries, showing the novel composite 4 bp and 5 bp telomeric repeat motifs. (**D**) Total length and relative abundance of telomeric repeat motifs (TAGG, TTAGG, and TAGGG) in telomeric regions. (**E**) Phylogenetic tree of 27 subtelomeric sequences from different genomic contigs in *N. muscidifuracis*. (Yellow shading, subtelomeric region. Red color, positions that are not identical across all contigs. Purple shading: TTAGG repeats in telomeric region. Green shading: TAGG repeats in telomeric region).

**Figure 2:**
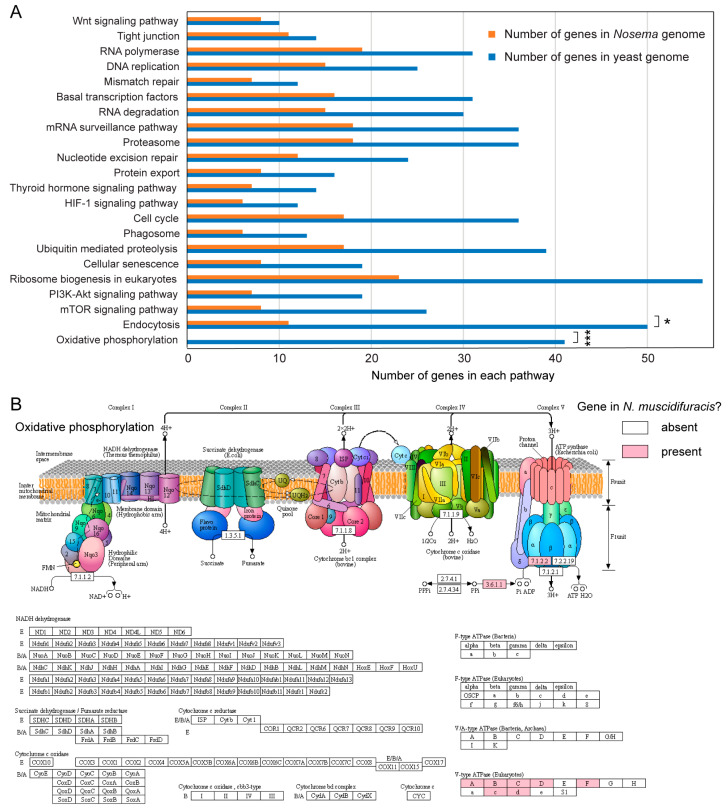
**Functional pathway specific genome reduction in *Nosema muscidifuracis*.** (**A**) Gene number in 23 pathways in *Nosema muscidifuracis* and *Saccharomyces cerevisiae* (Chi-squared test, *, *p* < 0.05; ***, *p* < 0.001). (**B**) KEGG pathway analysis of *Nosema muscidifuracis* mitochondrial proteins suggested that the entire electron transport chain and eukaryotic F-type ATPase were completely missing in the mitochondrial oxidative phosphorylation metabolic pathway. The enzymes/proteins that are present in the *N. muscidifuracis* genome are shaded in red.

**Figure 3:**
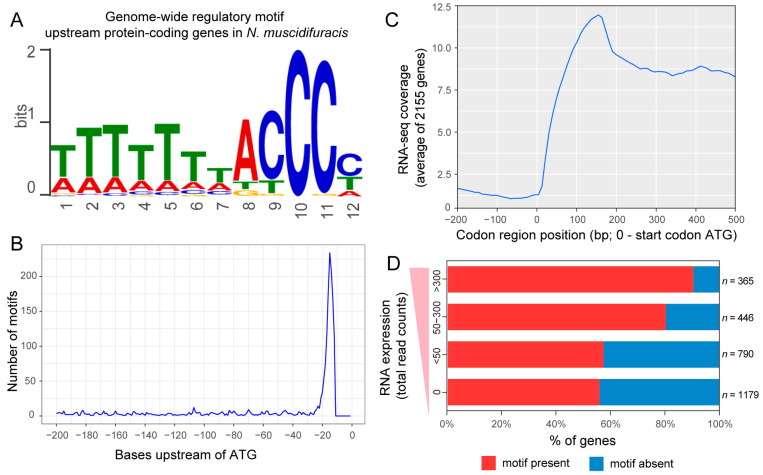
A motif associated with translation start sites and gene expression levels in *Nosema muscidifuracis*. (**A**) A sequence motif enriched upstream of *N. muscidifuracis* genes, containing a homopolymer of seven thymine (T) nucleotides, followed by an adenine (**A**) and three consecutive cytosine (C) nucleotides. (**B**) Distribution of the motif upstream of the gene regions. The *x*-axis measures the distance from the first nucleotide of the motif to the start codon in bases, and the *y*-axis indicates the number of detected motifs. (**C**) Average RNA-seq coverage across protein-coding gene regions in *N. muscidifuracis*. (**D**) The percentage of genes with the motif in gene groups with different expression levels.

**Figure 4:**
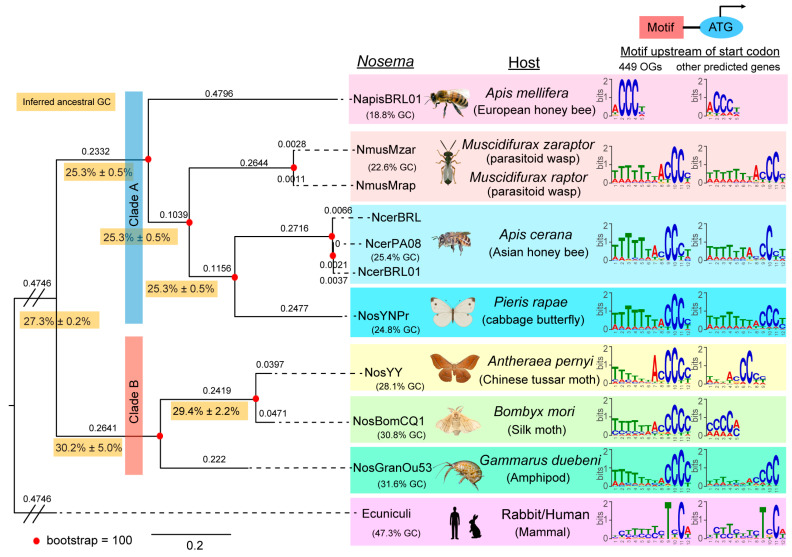
Phylogenomic analysis revealed a host switch event and conserved sequence motifs in *Nosema*. A maximum-likelihood tree of *N. muscidifuracis* isolated in parasitoid wasps *Muscidifurax zaraptor* (NosMusMzar) and *M. raptor* (NosMusMrap) with other *Nosema* was constructed based on 449 shared proteins. The *Nosema* species/strains included are *N. apis* strain BRL01 (NosApis), *N. ceranae* strain PA08 1199 (NcerPA08), *N. ceranae* strain BRL (NcerBRL), *N. ceranae* strain BRL01 (NcerBRL01), the tussar moth *Antheraea pernyi Nosema strain YNPr* (NosYNPr), *N. antheraeae* strain YY (NosYY), *N. bombycis* strain CQ1 (NosBomCQ1), and *N. granulosis* strain Ou3-Ou53 (NosGranOu53). The *Encephalitozoon cuniculi* GB-M1 strain (Ecuniculi) was included as the outgroup. The bootstrap value is indicated by dots, with red representing a support level of 100/100. The length of each branch is indicated beneath the branches. The sequence logos displayed the conserved motifs located upstream of the start codons, as predicted by MEME using 449 shared orthologous genes and other gene models in the seven *Nosema* species and *E. cuniculi*. Genome-wide average G-C content for each species is displayed beneath their respective logos. The inferred ancestral G-C content, along with the standard deviation, is labeled near the nodes and shaded in orange.

**Figure 5:**
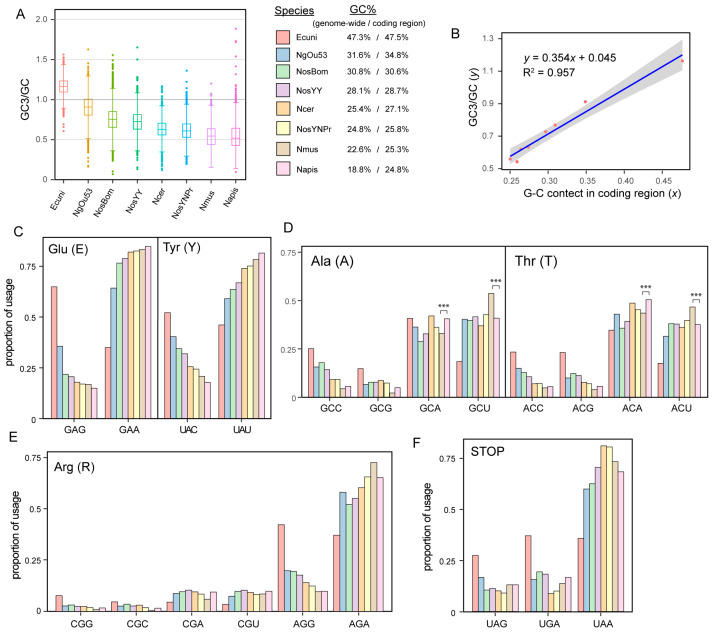
Codon bias and evolution toward AT-rich genomes in *Nosema*. (**A**) Boxplot of GC3 (G-C content at the 3rd codon position) over G-C content at all condo positions, rank ordered by the genome average G-C content in *Encephalitozoon cuniculi* (Ecuni), *Nosema granulosis* (NgOu53), *Nosema bombycis* (NosBom), *Nosema antheraeae* (NosYY), *Nosema ceranae* (Ncer), *Nosema* sp. *YNPr* (NosYNPr), *Nosema muscidifuracis* (Nmus), and *Nosema apis* (Napis). (**B**) The correlation between coding region G-C content (*x*-axis) and GC3/GC (*y*-axis). (**C**) Proportion of codon usage for glutamic acid and tyrosine in eight microsporidian genomes. The proportion of arginine codon usage across eight microsporidian genomes. (**D**) Proportion of codon usage for alanine and threonine in eight microsporidian genomes (Chi-squared test, ***, *p* < 0.001). (**E**) Proportion of codon usage for arginine in eight microsporidian genomes. (**F**) Proportion of STOP codon usage in eight microsporidian genomes.

## Data Availability

The raw RNA-seq data and Nosema gene read counts are available at NCBI GEO (Gene Expression Omnibus) databases under the accession number GSE248484. Supplemental Data S1–S7 can be accessed through the Auburn University Scholarly Repository via the following link: http://dx.doi.org/10.35099/aurora-699.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biology13110952/s1, Table S1. Accessions for genome assemblies used in this study. Table S2. Short-read genome sequencing data in *Nosema* species used for telomeric repeat motif identification. Table S3. *Encephalitozoon* telomeric repeat motifs inferred from long-read genome assemblies. Table S4. Summary of the TRM call and composition of TAGG, TTAGG, and TAGGG repeat units in the telomere of *Nosema muscidifuracis*. Table S5. The number of genes in major functional pathways identified in *Nosema muscidifuracis* and *Saccharomyces cerevisiae.* Table S6. Motif sequences and significance identified in 449 shared orthologous genes in seven *Nosema* species and an outgroup species *Encephalitozoon cuniculi*. Table S7. Motif sequences and significance identified in predicted genes of seven *Nosema* species and *Encephalitozoon cuniculi*, excluding 449 shared orthologous genes. Table S8. Summary of codon usage in *Encephalitozoon cuniculi* and seven *Nosema* species. Figure S1. Presence and absence of genes in the endocytosis pathway in *Nosema muscidifuracis* and *Saccharomyces cerevisiae*. Figure S2. A maximum-likelihood tree of *Myg1-like* gene in seven *Nosema* genomes and the outgroup *Encephalitozoon cuniculi*. Figure S3. G-C content analysis of protein genes in *N. muscidifuracis*, *N. ceranae*, and *E. cuniculi*. Figure S4. Proportion of codon usage in seven *Nosema* species and *Encephalitozoon cuniculi*.

# Supplementary material for: Genome Structure, Evolution, and Host Shift of Nosema
**Source:** Biology (Basel). 2024 Nov 19;13(11):952. doi: 10.3390/biology13110952

KEGG endocytosis pathway showing the presence and absence of genes in *Nosema muscidifuracis* and *Saccharomyces cerevisiae*.

[illegible]

(c) Kallmann, L. & Schatz, G. (2010) *Journal of Cell Science*, 123, 1-10

Figure S2. A maximum-likelihood tree of *Myg1*-like gene in seven *Nosema* genomes and the outgroup *Encephalitozoon cuniculi*.

The length of each branch is shown under the branches. Bootstrap values are color-coded at the branch points: red, 100/100 support, orange, 95/100 support, blue, 80/100 support.

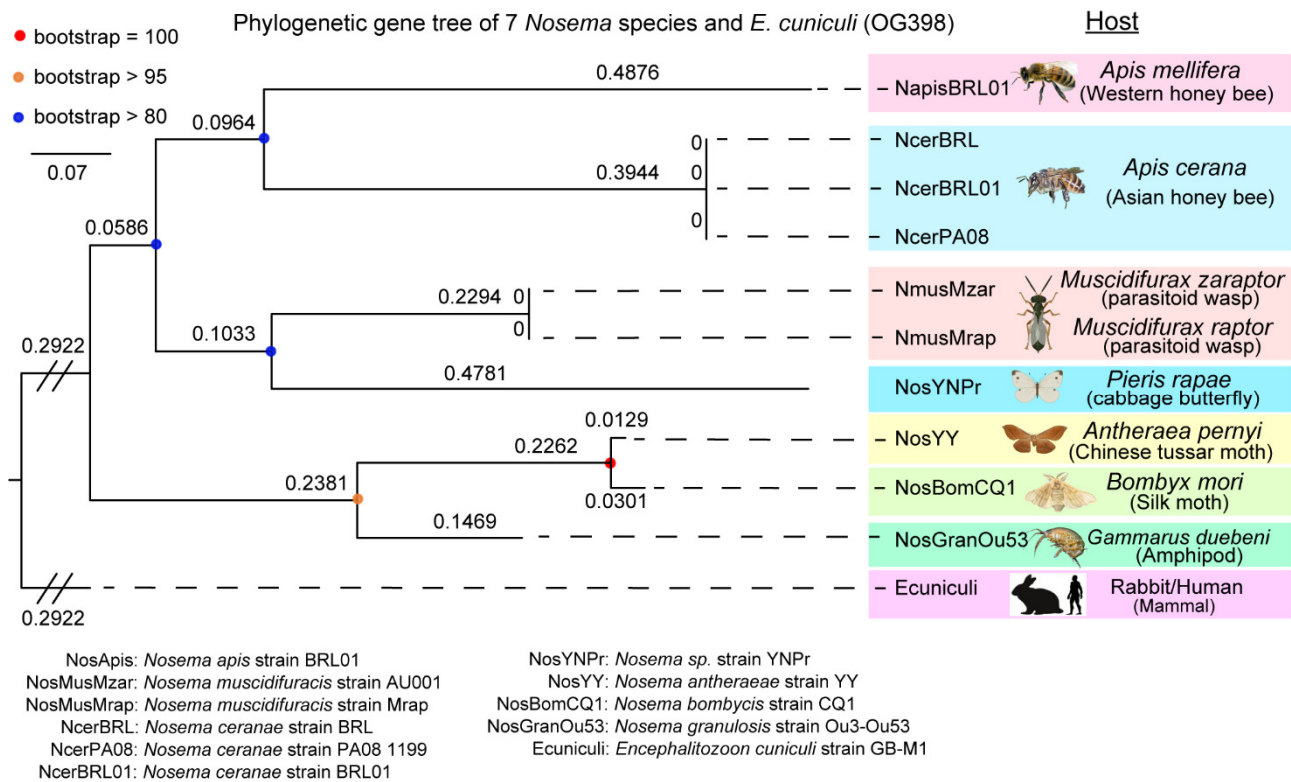

Figure S3. G-C content analysis of protein genes in *N. muscidifuracis*, *N. ceranae* and *E. cuniculi*.

The *x*-axis represents the proportion of G+C at the first two codon positions (GC12), and the *y*-axis represents the proportion of G+C at the third codon position (GC3).

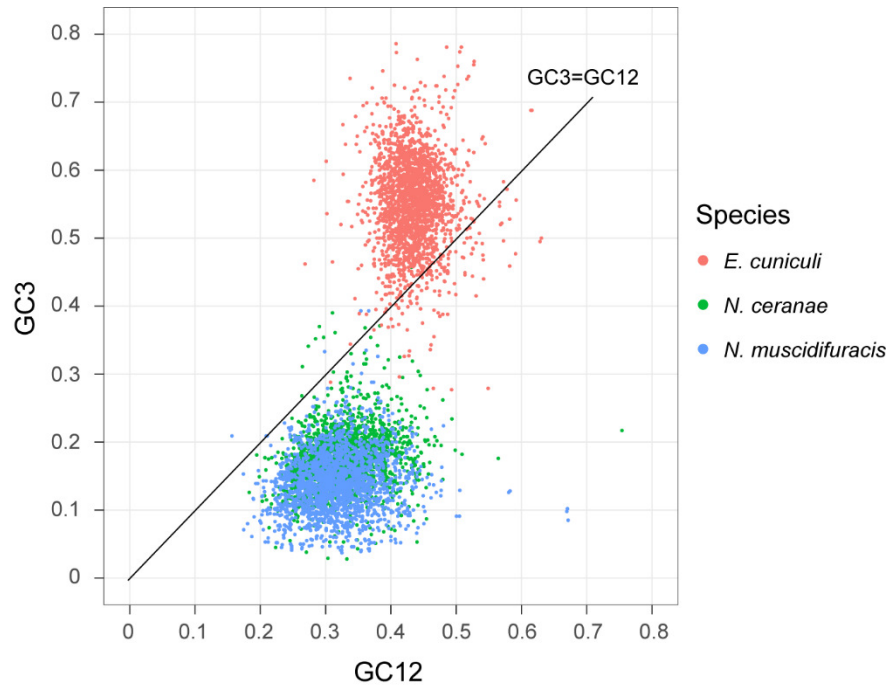

Figure S4. Codon usage frequencies of genes in genomes of seven *Nosema* species and *Encephalitozoon cuniculi*.

Each bar represents the proportion of codon usage in *Nosema* species and *E. cuniculi* protein coding genes, rank-ordered by the genome-wide average G-C content (from 24.8% to 47.5%). The codons were color-coded according to the number of G/C in them: 0, orange; 1, yellow; 2, blue; 3, green.

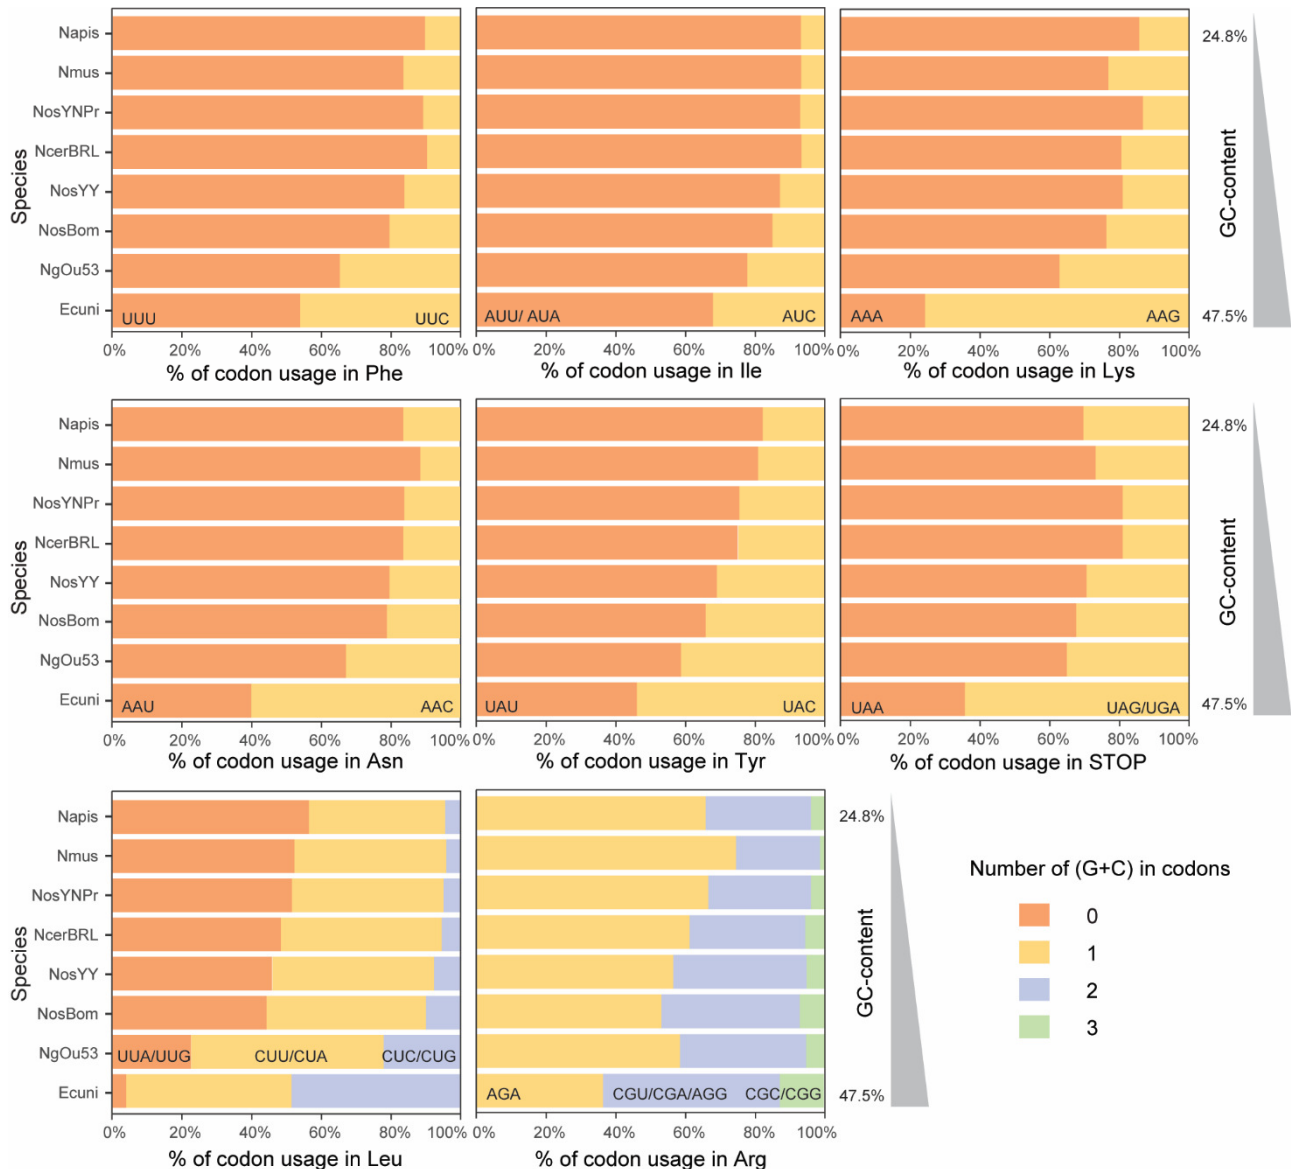

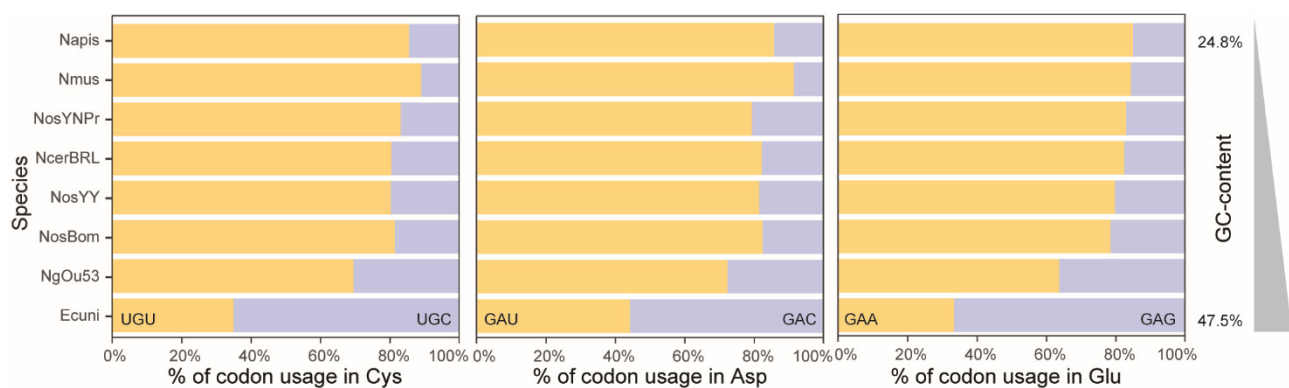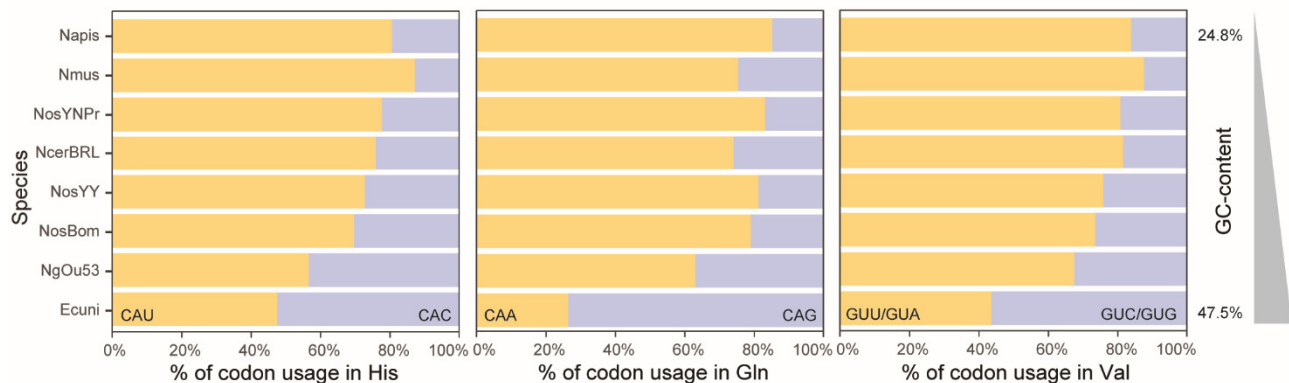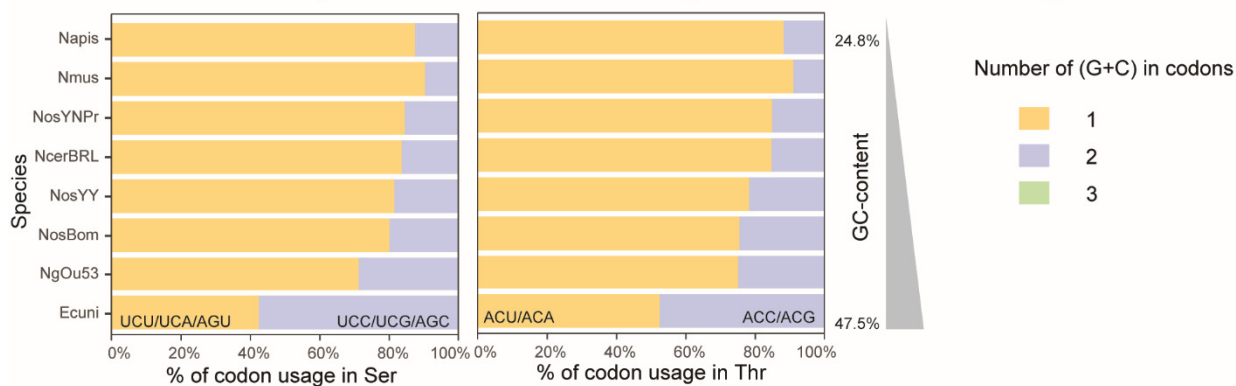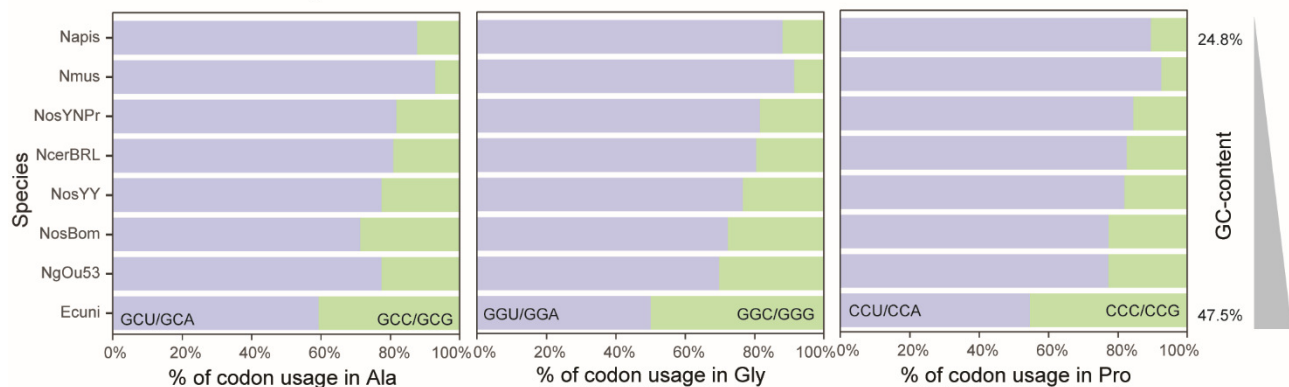

**Supplement:** Supplementary file 1

# Supplementary material for: Genome Structure, Evolution, and Host Shift of Nosema
**Source:** Biology (Basel). 2024 Nov 19;13(11):952. doi: 10.3390/biology13110952
**Supplement:** Supplementary file 1

Table S1. Accession numbers for *Nosema* genome assemblies analyzed in this study.

Species (strain)	Host name	Host order	Accession
<i>N. muscidifuracis</i>	<i>Muscidifurax zaraptor</i>	Hymenoptera	JAIOKI000000000
<i>N. apis</i> (BRL01)	<i>Apis mellifera</i>	Hymenoptera	GCA_000447185.1
<i>N. ceranae</i> (BRL)	<i>Apis cerana</i>	Hymenoptera	GCA_004919615.1
<i>N. ceranae</i> (PA08)	<i>Apis cerana</i>	Hymenoptera	GCA_000988165.1
<i>N. ceranae</i> (BRL01)	<i>Apis cerana</i>	Hymenoptera	GCA_000182985.1
<i>Nosema</i> sp. (YNPr)	<i>Pieris rapae</i>	Lepidoptera	NA*
<i>N. antheraeae</i> (YY)	<i>Antheraea pernyi</i>	Lepidoptera	NA*
<i>N. bombycis</i> (CQ1)	<i>Bombyx mori</i>	Lepidoptera	GCA_000383075.1
<i>N. granulosis</i> (Ou3-Ou53)	<i>Gammarus duebeni</i>	Amphipoda	GCA_015832245.1
<i>E. cuniculi</i> (GB-M1)	<i>Rabbit/Human</i>	Lagomorpha/ Primates	GCA_000091225.2

* , genome assembly and annotation obtained from personal communication with authors.

Table S2. Short-read genome sequencing data in *Nosema* species used for telomeric repeat motif identification.

Species (strains)	Data Accession numbers	Total number of reads	Candidate telomeric repeat motif	Sequencing platform
<i>N. apis</i> (BRL01)	SRX245851	493,431	N/A	454 GS FLX
<i>N. ceranae</i> (BRL)	SRX5338655	2,186,202	N/A	MinION
<i>N. ceranae</i> (PA08)	SRX318182	6,106,172	TTAGG	Illumina HiSeq 2000
<i>N. ceranae</i> (BRL01)	SRX003255	1,063,647	N/A	454 GS FLX
<i>Nosema</i> sp. (YNPr)	NA		Raw data not available	
<i>N. antheraeae</i> (YY)	NA		Raw data not available	
<i>N. bombycis</i> (CQ1)	SRX7209795	26,849,840	N/A *	Illumina HiSeq 2000
<i>N. granulosis</i> (Ou3-Ou53)	SRX5286701	7,327,280	N/A	Illumina MiSeq
<i>E. cuniculi</i> (GB-M1)	ERS610230		Raw data not available	

* cDNA was sequenced for this species (genomic data was not available).

Table S3. *Encephalitozoon* telomeric repeat motifs inferred from long-read genome assemblies.

Chromosome	<i>E. hellem</i><br>(GCA_029215505)	<i>E. intestinalis</i><br>(GCA_024399295)	<i>E. cuniculi</i><br>(GCA_027571585)
I	TTAGG	TTAGG	TTAGG
II	TTAGG	TTAGG	TTAGG
III	TTAGG	TTAGG	TTAGG
IV	TTAGG	TTAGG	TTAGG
V	TTAGG	TTAGG	TTAGG
VI	TTAGG	TTAGG	TTAGG
VII	TTAGG	TTAGG	TTAGG
VIII	TTAGG	TTAGG	TTAGG
IX	TTAGG	TTAGG	TTAGG
X	TTAGG	TTAGG	TTAGG
XI	TTAGG	TTAGG	Insufficient length

Table S4. Summary of the TRM call and composition of TAGG, TTAGG, and TAGGG repeat units in the telomere of *Nosema muscidifuracis*.

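For each chromosome end with telomeric repeats, Table S4 of the paper lists the position and length of the repeat array and the number of repeat units of 3 kinds. The following values were computed from those listed numbers. There are 28 ends on 19 scaffolds, of which 9 have both ends listed and 10 have a single end. Summed over the ends there are 11951 units of TAGG, 2792 of TTAGG and 186 of TAGGG. In base pairs, TAGG makes up 76.25% of the 62694 bp in these units, TTAGG 22.3% and TAGGG 1.48%. Per end, the TAGG share was 75.35% ± 6.06 (SD, n = 28 ends), from 61.8% to 86.7%. Units of TAGG outnumber units of TTAGG at all 28 ends. The arrays are 638 to 4009 bp long, with a median of 2261 bp. At 20 of the 28 ends the units add up to within 5 bp of the listed length. On scaffolds 3, 6, 7 and 8 the units listed for an end instead add up to the length listed for the opposite end of that scaffold, to within 3 bp.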

Scaffold ID	termini	TRM call	start	end	Length (bp)	TAGG (counts)	TTAGG (counts)	TAGGG (counts)
Nmus_SCAFFOLD01	end	TAGG/TTAGG	978765	982164	3400	734	91	2
Nmus_SCAFFOLD01	start	TAGG/TTAGG	1	1925	1925	378	73	10
Nmus_SCAFFOLD02	start	TAGG/TTAGG	1	3815	3815	799	114	10
Nmus_SCAFFOLD02	end	TAGG/TTAGG	929698	933025	3328	601	181	4
Nmus_SCAFFOLD03	end	TAGG/TTAGG	829614	833206	3593	504	147	8
Nmus_SCAFFOLD03	start	TAGG/TTAGG	1	2789	2789	735	102	29
Nmus_SCAFFOLD04	start	TAGG/TTAGG	1	3686	3686	717	160	4
Nmus_SCAFFOLD04	end	TAGG/TTAGG	678058	682066	4009	730	212	6
Nmus_SCAFFOLD06	end	TAGG/TTAGG	632849	635297	2449	539	106	4
Nmus_SCAFFOLD06	start	TAGG/TTAGG	1	2706	2706	505	84	2
Nmus_SCAFFOLD07	end	TAGG/TTAGG	609208	610585	1378	99	44	5
Nmus_SCAFFOLD07	start	TAGG/TTAGG	1	638	638	229	90	3
Nmus_SCAFFOLD08	end	TAGG/TTAGG	587055	588184	1130	134	45	1
Nmus_SCAFFOLD08	start	TAGG/TTAGG	1	763	763	245	30	0
Nmus_SCAFFOLD09	start	TAGG/TTAGG	1	2258	2258	431	107	0
Nmus_SCAFFOLD11	start	TAGG/TTAGG	1	2593	2593	510	92	19
Nmus_SCAFFOLD11	end	TAGG/TTAGG	542085	544348	2264	443	85	14
Nmus_SCAFFOLD12	start	TAGG/TTAGG	1	2006	2006	347	112	12
Nmus_SCAFFOLD13	start	TAGG/TTAGG	1	2395	2395	437	125	5
Nmus_SCAFFOLD14	start	TAGG/TTAGG	1	2064	2064	389	87	15
Nmus_SCAFFOLD14	end	TAGG/TTAGG	488377	490971	2595	459	142	10
Nmus_SCAFFOLD15	start	TAGG/TTAGG	1	1482	1482	275	76	1
Nmus_SCAFFOLD16	start	TAGG/TTAGG	1	751	751	148	31	1
Nmus_SCAFFOLD17	start	TAGG/TTAGG	1	2008	2008	349	111	12
Nmus_SCAFFOLD21	start	TAGG/TTAGG	1	1340	1340	263	56	2
Nmus_SCAFFOLD22	start	TAGG/TTAGG	1	836	836	142	53	1
Nmus_SCAFFOLD27	start	TAGG/TTAGG	1	3079	3079	545	175	5
Nmus_SCAFFOLD28	start	TAGG/TTAGG	1	1363	1363	264	61	1

Table S5. Number of genes in major functional pathways identified in *Nosema muscidifuracis* and *Saccharomyces cerevisiae*.

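Table S5 of the paper counts, for each pathway, the genes found in *N. muscidifuracis* and in yeast, and the ratios and tests given here were computed from those counts. Over its 22 pathways there are 257 *Nosema* genes for 590 yeast genes, or 43.56%. Oxidative phosphorylation, the mitochondrial pathway of ATP production, stands at 0 of 41 yeast genes, against 46.8% in the other pathways together (Fisher's exact test, two-sided, p = 2.89e-07 and 6.35e-06 after Benjamini-Hochberg adjustment over the 22 pathways). Endocytosis, the uptake of material by membrane vesicles, stands at 22.0%, or 11 genes for 50 in yeast, against 45.6% in the other pathways. Its p was 0.0427 by the chi-squared test and 0.0302 by Fisher's exact test, and 0.332 after adjustment over the 22 pathways. In 6 pathways the ratio is above 50%: Wnt signaling (80.0%, 8 for 10), tight junction (78.6%, 11 for 14), RNA polymerase (61.3%), DNA replication (60.0%), mismatch repair (58.3%) and basal transcription factors (51.6%). For these 6 pathways, Fisher's exact test against the other pathways gave unadjusted p from 0.183 to 0.625. All tests here set *Nosema* counts beside full yeast counts and do not compare genes present with genes absent. The p-values of the 6 pathways therefore do not settle whether their ratios differ from that of the other pathways. A gene can be counted in more than 1 pathway, which these tests do not take into account.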

**Pathway**	**<i>N. muscidifuracis</i><br>gene number**	**<i>S. cerevisiae</i> gene<br>number**
Oxidative phosphorylation	0	41
Endocytosis	11	50
mTOR signaling pathway	8	26
PI3K-Akt signaling pathway	7	19
Ribosome biogenesis in eukaryotes	23	56
Cellular senescence	8	19
Ubiquitin mediated proteolysis	17	39
Phagosome	6	13
Cell cycle	17	36
HIF-1 signaling pathway	6	12
Thyroid hormone signaling pathway	7	14
Protein export	8	16
Nucleotide excision repair	12	24
Proteasome	18	36
mRNA surveillance pathway	18	36
RNA degradation	15	30
Basal transcription factors	16	31
Mismatch repair	7	12
DNA replication	15	25
RNA polymerase	19	31
Tight junction	11	14
Wnt signaling pathway	8	10

Table S6. Motif sequences and significance identified in 449 shared orthologous genes in seven *Nosema* species and an outgroup species *Encephalitozoon cuniculi*.

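The sites in Table S6 of the paper were counted in the same 449 orthologous genes of each species, so they can be set side by side as shares, on the assumption of at most 1 site per gene. The shares and intervals were computed from the listed numbers of sites. The 12-bp motif TTTTTTTACCCC of *N. muscidifuracis* has 342 sites, or 76.2% of the genes (95% Wilson interval 72.0% to 79.9%). *N. apis* has the 5-bp motif ACCCT at 64.4% (59.8% to 68.7%). *N. granulosis* and *Nosema* sp. YNPr have TTTTTTTACCCC at 60.8% (56.2% to 65.2%) and 60.4% (55.8% to 64.8%). *N. ceranae* has TTTTTTTACCCCT at 50.6% (45.9% to 55.2%), and *N. antheraeae* and *N. bombycis* have TTTTTTTACCCCC at 50.3% (45.7% to 54.9%) and 45.2% (40.7% to 49.8%). The interval of *N. muscidifuracis* lies above those of the other 6 *Nosema* species. *E. cuniculi* has TCTTTTCTCCA at all 449 genes, and its longest run of cytosines is 2, against 3 to 5 in the *Nosema* motifs. Each species has its own motif and match model, so the shares were not measured with a common motif.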

Species (strain)	Predicted motif	E-value	Sites	Motif sequence logo (449 genes)
<i>N. muscidifuracis</i>	TTTTTTTACCCC	1.6e-256	342	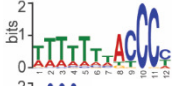
<i>N. apis</i> (BRL01)	ACCCT	7.4e-94	289	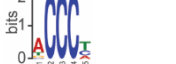
<i>N. ceranae</i> (BRL)	TTTTTTTACCCCT	9.5e-174	227	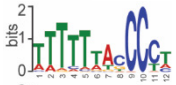
<i>Nosema sp.</i> (YNPr)	TTTTTTTACCCC	2.6e-202	271	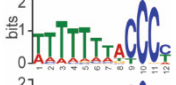
<i>N. antheraeae</i> (YY)	TTTTTTTACCCCC	5.4e-155	226	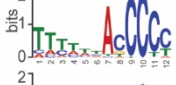
<i>N. bombycis</i> (CQ1)	TTTTTTTACCCCC	1.6e-72	203	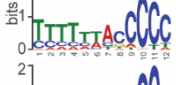
<i>N. granulosis</i> (Ou3-Ou53)	TTTTTTTACCCC	9.4e-172	273	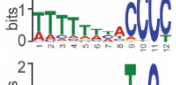
<i>E. cuniculi</i> (GB-M1)	TCTTTTCTCCA	2.4e-18	449	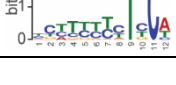

Table S7. Motif sequences and significance identified in predicted genes of seven *Nosema* species and *Encephalitozoon cuniculi*, excluding 449 shared orthologous genes.

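Table S7 of the paper repeats the motif search on the predicted genes outside the 449 orthologs, and motif lengths and cytosine runs were computed from its sequences. The search gave TTTTTTTACCCC in *N. muscidifuracis* at 2263 sites, with a listed E-value of 4.8e-155. *N. ceranae* again has TTTTTTTACCCCT, at 1828 sites. *Nosema* sp. YNPr has TTTTTTTACCCT at 1212 sites and *N. granulosis* has TTTTTAACCCC at 2819 sites. *N. antheraeae* has the 9-bp TTTACCCCC at 2354 sites, *N. apis* has ACCCT at 2220 sites and *N. bombycis* has CCCCA at 3692 sites. The longest cytosine run is 3 to 5 bases in the 7 *Nosema* motifs and 2 in the *E. cuniculi* motif TCTTCTTCTCCA, which has 1706 sites. An E-value is the number of motifs of that strength that random sequences would give, and in the text version of the table used here it is above 1 for 5 of the 7 *Nosema* species. Whether minus signs of the exponents were lost when the text of the table was extracted is not known, so these 5 E-values are not interpreted. How many genes were searched per species is not listed in the table, so the sites were not turned into shares.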

Species (strain)	Predicted motif	E-value	Sites	Motif sequence logo (other genes)
<i>N. muscidifuracis</i>	TTTTTTTACCCC	4.8e-155	2263	
<i>N. apis</i> (BRL01)	ACCCT	2.7e+175	2220	
<i>N. ceranae</i> (BRL)	TTTTTTTACCCCT	3.7e-21	1828	
<i>Nosema</i> sp. (YNPr)	TTTTTTTACCCT	5.9e+217	1212	
<i>N. antheraeae</i> (YY)	TTTACCCCC	8.0e+108	2354	
<i>N. bombycis</i> (CQ1)	CCCCA	5.9e+217	3692	
<i>N. granulosis</i> (Ou3-Ou53)	TTTTTAACCCC	2.4e+125	2819	
<i>E. cuniculi</i> (GB-M1)	TCTTCTTCTCCA	1.0e-6	1706	

Table S8. Summary of codon usage in *Encephalitozoon cuniculi* and seven *Nosema* species.

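Table S8 of the paper gives, for each amino acid, the share of its codons in each species, and the comparisons here were read from those shares by code. The stop codon UAA takes 35.7% of stop codons in *E. cuniculi* and 59.9% to 81.1% in the 7 *Nosema* species, with 73.3% in *N. muscidifuracis*. For alanine, *N. muscidifuracis* uses GCU at 53.9% and GCA at 33.0%, whereas *N. apis* uses GCU at 41.0% and GCA at 40.7%. For threonine, *N. muscidifuracis* uses ACU at 46.8% and ACA at 43.7%, and *N. apis* uses ACU at 37.6% and ACA at 50.6%. The arginine codon AGG lies above CGA and above CGU in 6 of the 7 *Nosema* species. In *N. apis* AGG, CGA and CGU stand at 9.84%, 9.47% and 9.86%, and in *E. cuniculi* at 42.3%, 4.54% and 3.40%. The glutamic acid codon GAA takes 83.2% in *N. muscidifuracis* and 34.9% in *E. cuniculi*, and the tyrosine codon UAU takes 78.3% and 46.1%. The listed shares of an amino acid add up to between 88.0% and 100.0%. Without the number of codons behind each share, no error can be given for these differences.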

Amino acid	Codon	<i>Ecuni</i>	<i>NgOu53</i>	<i>NosBom</i>	<i>NosYY</i>	<i>NosYNPr</i>	<i>Ncer</i>	<i>Nmus</i>	<i>Napis</i>
Asp	GAC	0.560305	0.291189	0.18309	0.202093	0.209223	0.180628	0.093042	0.150928
Asp	GAU	0.432633	0.706887	0.796095	0.790917	0.783527	0.817158	0.904751	0.846901
Cys	UGC	0.614226	0.278084	0.170369	0.188509	0.156869	0.184415	0.106656	0.136949
Cys	UGU	0.324098	0.659262	0.709667	0.730725	0.789482	0.757152	0.812064	0.789245
Glu	GAG	0.648483	0.355568	0.217161	0.205787	0.169707	0.178764	0.167554	0.148869
Glu	GAA	0.349163	0.641958	0.765158	0.787482	0.824976	0.819466	0.832446	0.847513
His	CAC	0.497706	0.39379	0.276413	0.258217	0.200857	0.231637	0.129744	0.173927
His	CAU	0.4538	0.553998	0.62108	0.677067	0.730994	0.702847	0.786034	0.750096
Lys	AAG	0.743067	0.369549	0.242592	0.224235	0.159673	0.196338	0.234493	0.145501
Lys	AAA	0.253637	0.628253	0.754274	0.773435	0.838877	0.803662	0.764771	0.854499
Phe	UUC	0.464554	0.335312	0.208835	0.165487	0.111067	0.099906	0.180293	0.10354
Phe	UUU	0.521792	0.657818	0.781989	0.829076	0.887	0.895668	0.816397	0.884883
Asn	AAC	0.589207	0.343451	0.226821	0.21782	0.165795	0.174984	0.132891	0.167739
Asn	AAU	0.396669	0.65545	0.768031	0.77778	0.832755	0.823688	0.867109	0.831538
Gln	CAG	0.714801	0.360494	0.201294	0.195022	0.163611	0.258393	0.25422	0.143114
Gln	CAA	0.260247	0.622193	0.751929	0.775985	0.817539	0.718145	0.706059	0.829751
Ile	AUC	0.327146	0.221262	0.154651	0.131936	0.072403	0.069735	0.072335	0.070137
Ile	AUA	0.365913	0.36909	0.304799	0.316017	0.37453	0.402943	0.464562	0.415214
Ile	AUU	0.305529	0.407999	0.539208	0.548682	0.552101	0.526879	0.462	0.513563
Ter*	UAG	0.27354	0.165155	0.104969	0.112348	0.090382	0.10093	0.130563	0.130608
Ter*	UGA	0.369586	0.156636	0.192704	0.181724	0.100048	0.088092	0.136815	0.166064
Ter*	UAA	0.356874	0.598791	0.62444	0.704634	0.80522	0.810978	0.732622	0.683068
Tyr	UAC	0.521315	0.402925	0.343767	0.318685	0.243406	0.254941	0.207976	0.177533
Tyr	UAU	0.460794	0.590205	0.635642	0.668113	0.750794	0.739304	0.783197	0.814869
Ala	GCC	0.253953	0.156899	0.178943	0.143513	0.093054	0.092261	0.044511	0.057132
Ala	GCG	0.148465	0.066785	0.078384	0.078418	0.073726	0.087301	0.022415	0.049773
Ala	GCA	0.409193	0.364352	0.289777	0.329127	0.363117	0.421871	0.330499	0.407013
Ala	GCU	0.185093	0.404544	0.397838	0.417619	0.428537	0.370678	0.538581	0.410105
Gly	GGG	0.299298	0.172667	0.160874	0.118914	0.118488	0.098811	0.073795	0.064093
Gly	GGC	0.189367	0.125047	0.11796	0.121421	0.065931	0.099047	0.021409	0.050368
Gly	GGU	0.095133	0.266675	0.310359	0.328508	0.340053	0.333239	0.326952	0.38225
Gly	GGA	0.412906	0.42874	0.382831	0.412518	0.454261	0.451639	0.554674	0.466024
Pro	CCG	0.222561	0.077764	0.097127	0.090231	0.061248	0.077862	0.025737	0.050995
Pro	CCC	0.222154	0.153555	0.116009	0.087111	0.08323	0.084267	0.049185	0.043542
Pro	CCA	0.27272	0.42923	0.335977	0.358798	0.384907	0.384039	0.422367	0.440829
Pro	CCU	0.261379	0.316093	0.404333	0.423994	0.428565	0.417089	0.451957	0.399873
Thr	ACC	0.234751	0.150608	0.128496	0.106241	0.071719	0.070121	0.04868	0.055339
Thr	ACG	0.231929	0.100129	0.123345	0.112713	0.070596	0.077802	0.039502	0.056813
Thr	ACU	0.17608	0.315996	0.381003	0.379569	0.398137	0.362124	0.46772	0.376398
Thr	ACA	0.348295	0.431069	0.358427	0.393711	0.454231	0.488182	0.436742	0.506385

*Ter: stop codon.

**Amino acid**	**Codon**	**<i>Ecuni</i>**	**<i>NgOu53</i>**	**<i>NosBom</i>**	**<i>NosYY</i>**	**<i>NosYNPr</i>**	**<i>Ncer</i>**	**<i>Nmus</i>**	**<i>Napis</i>**
Val	GUG	0.335319	0.182066	0.134306	0.126298	0.091794	0.114373	0.065342	0.09938
Val	GUC	0.231866	0.136449	0.128617	0.11597	0.094845	0.068727	0.064313	0.057523
Val	GUA	0.15122	0.359824	0.32018	0.321433	0.384852	0.408526	0.472327	0.363291
Val	GUU	0.277358	0.320287	0.410407	0.43164	0.425126	0.403062	0.389559	0.474379
Arg	CGG	0.077168	0.026784	0.031148	0.02479	0.018698	0.023738	0.008721	0.017023
Arg	CGC	0.046414	0.025959	0.03545	0.026308	0.01827	0.030412	0.004394	0.015549
Arg	CGA	0.045391	0.087771	0.096186	0.104102	0.084821	0.095435	0.059561	0.094674
Arg	CGU	0.033967	0.074319	0.098086	0.103598	0.082625	0.092565	0.085328	0.098571
Arg	AGG	0.423228	0.198371	0.194247	0.176544	0.124201	0.140705	0.096281	0.098345
Arg	AGA	0.371949	0.58185	0.522278	0.552491	0.657368	0.60475	0.728429	0.654131
Leu	CUG	0.313443	0.105483	0.047279	0.035159	0.025581	0.035123	0.018216	0.020672
Leu	CUC	0.176279	0.102944	0.058497	0.045208	0.026438	0.020828	0.028375	0.022394
Leu	CUA	0.103045	0.158118	0.074823	0.081661	0.098789	0.11123	0.087605	0.08164
Leu	CUU	0.252172	0.204517	0.221797	0.223341	0.184952	0.216386	0.246413	0.163481
Leu	UUG	0.113738	0.191194	0.162048	0.17068	0.159104	0.139748	0.119266	0.152873
Leu	UUA	0.040852	0.23692	0.434214	0.44188	0.505136	0.4758	0.499021	0.558217
Ser	AGC	0.255461	0.123442	0.059184	0.067141	0.054004	0.07124	0.040435	0.054871
Ser	UCC	0.169016	0.094551	0.079375	0.0587	0.050944	0.036587	0.029131	0.031743
Ser	UCG	0.155796	0.072731	0.068268	0.068997	0.047859	0.050937	0.027334	0.039648
Ser	UCU	0.195107	0.285731	0.317945	0.325763	0.316944	0.320324	0.330282	0.282975
Ser	UCA	0.100219	0.21325	0.216928	0.232229	0.242136	0.233638	0.276536	0.281372
Ser	AGU	0.124401	0.209746	0.253823	0.243546	0.287146	0.284175	0.291501	0.306135
Met*	AUG	1	1	1	1	1	1	1	1
Trp	UGG	1	1	1	1	1	1	1	1

*Met: start codon.

How the deposited data were processed for this re-analysis (not part of the article)

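RNA of *N. muscidifuracis* was measured inside its wasp host *M. zaraptor*, in 12 RNA-seq libraries of whole adults 24 h after eclosion. The 4 conditions, with 3 replicates each, combine sex with host fly and wasp strain (flesh fly with AUB, house fly with USDA). The conditions were taken from the sample labels, each column of the count table was matched to its sample by name, and 0 columns were left without a sample.

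The authors deposited raw counts, whole numbers of reads per gene, in 1 table of 2782 genes. The submitters' processing notes name FastQC, Trimmomatic 0.39 and HTSeq 1.0. The aligner, the genome build, the strand setting and the handling of reads that align to more than 1 place are not given in the sources used here. Libraries were rRNA-depleted and directional. The total of *Nosema* counts per library ranged from 29317 to 113928, with a median of 51603. All reads of each library, wasp reads included, were not used here, so the totals are not parasite loads. The precision is limited by these totals: 3 reads, the upper limit for a count of 0, are 26.3 CPM in the largest library and 102 CPM in the smallest.

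Counts were summed per gene over the 12 libraries and grouped as 0, 1 to 49, 50 to 300 and above 300, the limits of Fig. 3D. Intervals for shares are 95% Wilson intervals. Totals per library were compared between sexes and between hosts with exact two-sided permutation tests of the difference in mean log10(total + 1), over 924 splits. Single genes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, TMM normalization, filterByExpr on the condition, R 4.3.3), 1 mean per condition and no replicate block, in libraries with at least 1000 *Nosema* counts, which all 12 were. The filter kept 663 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. The contrasts were female against male, flesh fly AUB against house fly USDA, and their interaction. Each was set beside 100 splits of the libraries within the other factor. On simulated data for the flesh fly AUB against house fly USDA contrast with 642 genes, the fit called 100% of the 100 genes changed by a log2 of 2, 69.7% of the 99 genes changed by a log2 of 1, and 6 of 443 unchanged genes. The exact permutation test was tested on simulated totals as well.

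The alternatives set before the data were examined were leaving out each library, sums over a single sex or host, mean CPM, moved group limits, linear totals, totals without the 10 highest genes, DESeq2 1.42.0, library sizes without TMM, no filter, at least 10 counts in every library, and the replicate number as a block. Summing the entries of an ORF number, and using ORF numbers with 1 entry only, were added after seeing the data. The IDs named are the 5 with the highest total and, per contrast, the 2 higher and 2 lower with the smallest adjusted p, since no table used here pairs IDs with gene names or products. The lists of gene products fixed beforehand were therefore not tested, and the motif per gene, which needs the genome, was not analysed here. Values derived from Tables S4 to S8 were computed from the text of the paper's supplement, with Python 3.11.15, scipy 1.17.1 and pandas 2.3.3.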

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

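The count of neighbouring genes called together, the 2 stretches of ORF numbers and the tests with the entries of an ORF number summed were chosen only after the called genes were seen.

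The paper does not compare the hosts and strains. Of 663 genes tested, 41 differed between flesh fly AUB and house fly USDA wasps (edgeR's quasi-likelihood test, adjusted p under 0.05), 13 higher and 28 lower in flesh fly AUB wasps, by a median log2 size of 1.01 and a range of 0.42 to 3.02. NmusORF0354_1 stood at 12110 ± 1542 CPM in flesh fly AUB wasps (SD, n = 6) and 23730 ± 3789 in house fly USDA wasps (SD, n = 6), a log2 fold change of -0.97 (standard error 0.10, adjusted p = 6.64e-07 from edgeR). NmusORF0333_1 stood at 2002 ± 258 and 4543 ± 356 (log2 fold change -1.18, standard error 0.13, adjusted p = 6.64e-07 from edgeR). NmusORF1888_1 was higher in flesh fly AUB wasps, 4730 ± 857 against 2614 ± 455 (log2 fold change 0.86, standard error 0.14, adjusted p = 0.000295 from edgeR). In these 3 genes all 6 libraries of the higher arm lay above all 6 of the lower arm, and each has other entries of its ORF number in the table, with which it may share reads. With the entries summed, the log2 fold change was -0.391 for NmusORF0354 (standard error 0.097, adjusted p = 0.0127 from edgeR), whose entry 2 was not called (log2 fold change 0.01, adjusted p = 0.981 from edgeR), and -1.01 for NmusORF0333 (standard error 0.11, adjusted p = 3.23e-06 from edgeR). NmusORF1888 was then no longer called (log2 fold change 0.148, standard error 0.138, adjusted p = 0.633 from edgeR); its entries 1 and 3 were called in opposite directions, and its entry 2, with more reads than both, was not called. Without female house fly USDA replicate 2, 27 genes were called in all. The number called higher fell from 13 to 5 without female flesh fly AUB replicate 2, to 6 without female house fly USDA replicate 3, and to 7 without each of female house fly USDA replicate 2, male flesh fly AUB replicate 1 and male flesh fly AUB replicate 2, whereas the number called lower was 20 to 31 without each library. Among single entries, NmusORF0741_2 had the largest fold change of the called genes (log2 3.02, standard error 0.67, adjusted p = 0.00628 from edgeR), from 175 reads in all and with overlapping arms. Its mean in male house fly USDA wasps, 6.82 ± 11.8 CPM (SD, n = 3), lies below the 57.5 to 82.5 CPM that 3 reads make in those libraries, so the size of this fold change is poorly determined. It was 2.63 to 4.22 without each library, lowest without male flesh fly AUB replicate 2 and highest without male house fly USDA replicate 1, with 3.78 without female house fly USDA replicate 1. It was 1.72 with the entries summed (standard error 0.38, adjusted p = 0.00614 from edgeR), below the size of NmusORF1883 (-2.18 summed).

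For these 41 genes, chance assignment of the libraries is argued against: of 100 splits within sex, 1, the real one, gave as many genes, and the highest of the others gave 7. The other splits mix the 2 hosts, which widens the spread within their arms. A difference between rearings or batches is not covered, since the sources used here do not say that the replicates came from separate rearings. The tables also argue against the larger totals of the flesh fly AUB libraries as the cause, since 30.4 of the 41 calls remained on average, all in the same direction, when every library was thinned to 29317 counts (27 to 36 over 20 draws). With the entries of each ORF number summed, which leaves out any move of reads between them, 37 of 494 ORF numbers were called, 15 higher and 22 lower in flesh fly AUB wasps, and 31 of the 37 have a called entry. Of the 33 ORF numbers with 2 or more entries and a called one, 26 were still called in the same direction (78.8%, exact 95% interval 61.1% to 91.0%). Over all 36 called genes of these 33, the median log2 size was 1.06 as single entries and 0.604 summed. For the 27 called genes of the 26, the call on the sum argues against reads moving between the listed entries as the whole cause. Their median log2 sizes, 0.966 as single entries and 0.874 summed, add no support, since these genes were picked by still being called. The 5 called genes with 1 entry have no other listed entry. For the 9 called genes of the other 7 ORF numbers such a move cannot be told apart from expression: their median log2 size in the direction of the call fell from 1.09 to 0.118 with the entries summed, entries were called in opposite directions in 2 of the 7, and an entry that did not change would also dilute the sum. For the 41 genes as a set, reads moving because the parasites of the 2 wasp strains differ in sequence cannot be told apart from expression by the planned test. In 15 ORF numbers with 2 entries, both tested, and a called one, the other entry went the opposite way in 3 (20.0%, exact 95% interval 4.33% to 48.1%). Among all 179 ORF numbers with 2 entries, both tested, called or not, the entries went opposite ways in 43.0%. The 15 are too few to settle it. The test covers only 16 of the 41 called genes and leaves out ORF numbers with 3 or more entries, such as NmusORF1888, whose entries were called in opposite directions. Reads lost from all listed entries would not cancel in the sum and stay open. A candidate explanation is stretches of sequence that differ between the parasites of the 2 wasp strains, in sequence or in number of copies: 9 pairs of consecutive tested genes with the same entry number were called in the same direction, against a mean of 1.39 and a maximum of 7 in 10000 permutations (p = 0.0001, the smallest they can give). Neighbouring genes regulated together by host fly or wasp strain would give the same count, so the 2 cannot be told apart here, and whether ORF numbers follow the genome's order is not given in the sources used here.

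Of the 28 genes called lower in flesh fly AUB wasps, 12 lie in 2 stretches, defined as at least 4 called genes with the same entry number and gaps of at most 10 ORF numbers. In ORF numbers 354 to 374, all 12 tested genes with entry number 1 lay below 0 (median log2 fold change -0.93, 6 called), whereas 7 of 9 with entry number 2 lay above 0 (median 0.15, 0 called). In ORF numbers 1876 to 1887, 7 of 9 with entry number 2 lay below 0 (median -1.07, 6 called), whereas 4 of 5 with entry number 1 lay above 0 (median 1.14, 0 called). The 2 tested genes with entry number 3 also lay above 0 (median 0.25, 0 called). Just past this stretch, which by definition ends at a gene called lower, entries were called in opposite directions. Entry number 1 was called higher in NmusORF1888, NmusORF1891 and NmusORF1893 (log2 fold change 0.857, 1.26 and 1.35). Entry number 3 was called lower in NmusORF1888 and NmusORF1891 (-0.998 and -1.37). With the entries summed, none of these ORF numbers was called, nor were NmusORF1878 and NmusORF1887 within the stretch.

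Total *Nosema* counts were 2.11-fold higher in flesh fly AUB than in house fly USDA wasps by geometric means (exact permutation test, two-sided, p = 0.00433, 6 against 6 libraries). The arithmetic means were 86268 ± 24369 (SD, n = 6) and 39926 ± 7635 (SD, n = 6), a ratio of 2.16, and 5 of 6 flesh fly AUB libraries lay above all house fly USDA libraries. The ratio was 2.26 in females (p = 0.1, exact permutation test, the smallest that 3 against 3 allow) and 1.97 in males (p = 0.2, exact permutation test). A few genes taking most of the counts is argued against by the ratio of mean totals without the 10 highest genes, 2.19. Different sequencing depth of the wasp libraries cannot be told apart from more parasite RNA, since the ratio of 2.16 is not scaled to all reads of each library. Host fly and wasp strain, as biological differences named by the design, stay open and untested.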

How the results depend on the processing

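The settings that sum the entries of an ORF number or keep ORF numbers with 1 entry were chosen only after the data were seen. Group sizes kept within 1.5 times under the other settings, apart from the group above 300 reads, which fell from 365 to 221 genes in females only, 210 in males only and 140 in house fly USDA wasps only. These sums hold fewer reads. By rank of mean CPM, 358 of the 365 genes stayed in it. Leaving out each library gave 318 to 354 genes above 300 reads and 1188 to 1218 at 0. With entries summed, 416 ORF numbers had 0 reads, 403 had 1 to 49 and 263 had 50 to 300; with 1 entry only, the groups held 44, 61, 64 and 87 genes from lowest to highest. Both settings count fewer items.

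The ratio of total counts between flesh fly AUB and house fly USDA wasps was 1.98 to 2.33 without each library in turn, past the threshold each time. Within females it was 2.26 (p = 0.1, exact permutation test) and within males 1.97 (p = 0.2), where 3 against 3 libraries cannot pass 0.05. The ratio of females to males, 0.96 (p = 0.883, exact permutation test), was 0.85 to 1.10 without each library, 1.01 without the 10 highest genes and 1.03 within flesh fly AUB wasps, and passed the threshold in no setting.

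Genes called between flesh fly AUB and house fly USDA wasps, 41, were 27 to 41 without each library, lowest without female house fly USDA replicate 2, and 36 to 51 under the other alternatives set before the data were examined. With the entries summed, 37 of 494 ORF numbers tested were called, and with 1 entry only, 4 of 137 genes. DESeq2 called 51, among them all 41. Between females and males 0 genes were called by edgeR (70 at an unadjusted p under 0.05) and by DESeq2, and 5 with no filter on low counts. For the interaction 0 genes were called by edgeR (45 unadjusted) and by DESeq2, 9 with no filter, and 0 to 6 without each library, with 6 without male flesh fly AUB replicate 3. The cause of these changes was not tested. The 4 named genes kept their direction and stayed past the threshold in each setting in which they were tested as single entries; with the entries summed, NmusORF1888 was not called (adjusted p = 0.633 from edgeR).

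With the replicate number as a block, 38 genes were called between hosts and strains, all among the 41, and 0 in the other 2 contrasts. In the check of pairing, same-numbered libraries of different conditions had coefficients of -0.18 to 0.10, and differently numbered ones -0.14 to 0.16. These are not correlations of the counts themselves, which had a Spearman's rho of 0.82 to 0.92 between libraries of different conditions. In this check 2 of 12 libraries correlated best with their own number, which gives no sign that the numbers pair the libraries. With 3 replicates per condition this cannot exclude a shared batch. All 12 libraries passed 10000 counts, so both other library minimums leave the fit as it is. Motif windows and matches, counts per kb, and the gene list tests were not run, because no genome, gene lengths or gene products were used here.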

Differences from the paper's values

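In the main setting, no value set beside the paper's differed by more than 1.5 times. The group above 300 reads did so in sums over females only (221 genes), males only (210) and house fly USDA wasps only (140), which hold fewer reads. The sizes of the group above 300 reads (365) and of the group with 1 to 49 reads (790) match those printed in Fig. 3D, and the other 2 groups are within 1 gene of the printed sizes. The count table holds 2782 genes, and the paper's annotation holds 2783.

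The paper's text counts 19 chromosome ends with telomeric repeats among 28 contigs, whereas Table S4 lists 28 ends on 19 scaffolds. The mean TAGG share per end from Table S4 is 75.35% and its share of all repeat base pairs is 76.25%, beside the paper's 75.3%. The paper does not say which of these is meant. TTAGG makes up 22.3% of the repeat base pairs, beside the paper's approximate 20%. The legend of Fig. 2A speaks of 23 pathways, and Table S5 lists 22. The paper states that *N. apis* prefers A-ending codons for alanine and threonine, whereas in Table S8 threonine has ACA above ACU (50.6% and 37.6%) but alanine has GCA at 40.7% and GCU at 41.0%. The paper speaks of AGG being overrepresented beside CGA and CGU in 5 *Nosema* species, and in Table S8 AGG lies above each of them in 6 of 7. The paper's methods set a largest motif width of 12, and 3 motifs in Table S6 and 1 in Table S7 are longer. The paper describes endocytosis as significantly reduced by a chi-squared test, which Table S5 also gives (p = 0.0427), and its adjusted p over 22 pathways by Fisher's exact test is 0.332. Both tests here set *Nosema* counts beside full yeast counts and do not compare genes present with genes absent. The adjusted p therefore does not settle whether endocytosis stands out among the pathways.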

Other observations

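The tests of ORF numbers with 1 and with several entries were prompted by the group sizes and by pairs of entries at 0, and the tests of neighbouring ORF numbers were chosen only after the data were seen.

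Entries of an ORF number tended to be at 0 together. Among 921 ORF numbers with 2 entries, both entries were at 0 in 323, where independence would give 154, and 1 entry alone was at 0 in 108. Where both had reads, their totals correlated across ORF numbers with a Spearman's rho of 0.916 (permutation p = 0.0001, the smallest that 10000 permutations can give). Their levels often differed all the same: of 236 pairs with both entries at 50 or more reads, 154 were within 2-fold of each other and the others were further apart. Among ORF numbers with 2 or more entries, those without a read stood beside each other in 177 of 1038 neighbouring pairs, against a mean of 109 and a maximum of 140 in permutations. ORF numbers with 1 entry were left out of this count. Of the 199 genes with ORF numbers 401 to 500, none had more than 33 reads, whereas 54.5% of the 110 genes with ORF numbers 1501 to 1600 had more than 300 reads, and 26 of those 110 belong to ORF numbers with 2 or more entries.

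Many genes, 1180 of 2782, had no read in any library. Too few reads is argued against as the main reason only as far as doubled depth, since doubling every library would bring a read to an estimated 28.8 ± 21.8 (standard error) further genes. The standard error covers counting only. Genes expressed far below that level would stay at 0 and are not covered. Reads shared between entries of an ORF number and left out of the counts may account for part of the genes at 0: the share at 0 was 2.62 times higher among genes of ORF numbers with 2 or more entries than among genes with 1 entry (bootstrap 95% interval 2.04 to 3.55). This ratio rests in part on ORF numbers 1501 to 1600. Of their 110 genes, 2.73% were at 0 and all but 26 belong to ORF numbers with 1 entry. The ratio without this window was not computed, but it would be lower, since few of the 1-entry genes there were at 0. The bootstrap takes ORF numbers as independent, so its interval may be too narrow. Lower expression of genes with several entries would give the same ratio and stays open, as do the 17.2% at 0 among genes with 1 entry. How reads that align to more than 1 entry were counted is not given in the sources used here. No biological explanation was tested.

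Between females and males no gene was called by edgeR (70 of 663 at an unadjusted p under 0.05) or by DESeq2, and for the interaction of sex with host and strain no gene was called by either (45 unadjusted by edgeR). Both unadjusted numbers are above a share of 0.05 of the 663 genes, so the lack of calls does not show a lack of differences. Without a filter on low counts, 5 genes were called for sex and 9 for the interaction. Leaving out male flesh fly AUB replicate 3 gave 6 for the interaction. With a count of 0 every split gives as many genes, so the 100 of 100 splits in both contrasts decide nothing about chance; the highest of the other splits gave 6. The simulated sex contrast was without changes, so how small a sex difference these libraries could show was not measured. The ratio of total counts of females to males was 0.96 (exact permutation test, two-sided, p = 0.883, 6 against 6 libraries).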
